# Chemoprevention of 4-NQO-Induced Oral Cancer by the Combination of Resveratrol and EGCG: In Vivo, In Silico and In Vitro Studies

**DOI:** 10.3390/cancers18071098

**Published:** 2026-03-28

**Authors:** Adeoluwa Adeluola, Lukmon M. Raji, Saroj Sigdel, Abu Syed Md Anisuzzaman, Md. Shamim Hossain, A. R. M. Ruhul Amin

**Keywords:** chemoprevention, oral cancer, 4-NQO, green tea, resveratrol, RNASeq, bioinformatics

## Abstract

**Background:** Squamous cell carcinoma of head and neck (SCCHN) is a devastating disease with high morbidity and mortality and the 6th most common cancer worldwide. The 5-year relative survival for advanced-stage disease is below 50%, stressing the need for chemoprevention. In the current study, we investigated the chemopreventive efficacy of the combination of resveratrol and epigallocatechin gallate (EGCG). **Methods:** We used the 4-Nitroquinoline 1-oxide (4-NQO)-induced oral carcinogenesis model. C57BL/6 mice were exposed to drinking water containing 4-NQO for 10 weeks. From week 11, mice were treated with vehicle, resveratrol, EGCG and their combination until week 22. RNASeq, qPCR and in silico analysis were performed identifying differentially expressed genes and enriched pathways. **Results:** Resveratrol alone and in combination with EGCG significantly inhibited the number of visible lesions, whereas the number of microscopic lesions and lesion areas were significantly inhibited only by the combination. The expression of Ki-67 was also significantly inhibited in resveratrol and combination groups. Growth differentiation factor 15 (*GDF15*), Activation transcription factor 3 (*ATF3*) and several other genes associated with xenobiotic metabolism as significantly upregulated genes, with *GDF15* being the most upregulated one. Furthermore, hallmarks of xenobiotic metabolism and several other anticancer pathways were enriched after treatment with resveratrol and the combination. **Conclusions:** Our data strongly demonstrate the chemopreventive potential of the combination of resveratrol and EGCG and pave the way for further clinical developments.

## Simple Summary

Chemoprevention is an approach to reduce the risk (prevent, reverse or slowdown) of invasive cancer development and progression by using chemicals or drugs. Natural dietary compounds present in fruits, vegetables and spices have been extensively studied for this purpose. In the current study, we have investigated the chemopreventive potential of the combination of natural compounds, EGCG (present in green tea) and resveratrol (present in grapes and red wine) using an oral cancer model in mice. Our results demonstrate that the combination of these two compounds significantly prevents or slows down oral cancer development in mice tongues. Cell culture studies reveal that these compounds activate genes which are essential for mitigating oxidative stress and/or inactivating xenobiotics.

## 1. Introduction

Squamous cell carcinoma of head and neck (SCCHN), tobacco-, alcohol- and human papillomavirus (HPV)-associated cancer of the oral cavity, pharynx, and larynx, is the 6th most common cancer, with about 72,680 projected new cases and about 16,680 deaths in 2025 in the United States of America [1]. SCCHNs are devastating cancers with high rates of morbidity and mortality; the 5-year relative survival for all stages is 68.5% and below 50% for advanced-stage disease [2]. While the US has seen a consistent decline in smoking rates, the use of smokeless tobacco is increasing, which also causes SCCHN [3,4]. SCCHN progresses through various premalignant stages such as hyperplasia, mild, moderate and severe dysplasia and carcinoma in situ before being transformed into malignant carcinoma, thus providing enormous opportunities for intervention at the premalignant stage, a strategy known as chemoprevention [5]. Implementation of a successful chemopreventive agent can save thousands of lives from SCCHN. However, no such approved agent/regimen is currently available for SCCHN.

The purpose of chemoprevention is to reduce the risk of cancers in normal individuals who are at high risk of developing invasive cancers. For cancer patients, certain levels of toxicity are acceptable because the potential benefits outweigh the risks of toxicity of treatment. However, toxicity is a major ethical concern for individuals who are at higher risks (smokers, HPV or hepatitis B virus infections) or with premalignant lesions/precancers, which in many cases are reversible without treatment. For this reason, natural dietary compounds present in vegetables, fruits and spices have drawn a great deal of attention for cancer chemoprevention, including the chemoprevention of SCCHN [6,7,8,9,10]. Resveratrol and epigallocatechin gallate (EGCG) are two natural compounds extensively studied for chemoprevention. EGCG is the major polyphenol present in green tea while resveratrol is a phytoalexin present in grapes, raspberries, blueberries, mulberries and peanuts. Both EGCG and resveratrol exhibit promising chemopreventive efficacy in vitro and in animal models against various cancers, including SCCHN. Resveratrol prevented DMBA-induced oral carcinogenesis in a hamster cheek pouch model and 4-NQO-induced oral tumorigenesis in mice, respectively [11,12]. EGCG restricts (slows down) the development of N-nitrosodiethylamine-induced tongue and liver carcinogenesis in mice [13]. Based on epidemiology, in vitro cell culture and in vivo animal studies, both EGCG and resveratrol were advanced to be tested in clinical trials. The safety of these agents has been well-established through these clinical trials. In a phase I trial, dose levels of 0.5 to 5.05 g/m^2^ qd and 1.0 to 2.2 g/m^2^ tid of green tea extract (GTE) were tested in 49 patients. Oral GTE at these doses can be taken safely for at least 6 months [14]. The side effects are mostly caffeine-related. In another phase II trial, GTE at doses of 500 mg/m^2^, 750 mg/m^2^, or 1000 mg/m^2^ or placebo TID were administered to patients with high-risk oral premalignant lesions for 12 weeks and were found safe [15]. Green tea preparations were also found safe in other clinical trials [16,17]. Although impressive, the results demonstrate that EGCG alone may not be sufficiently active for effective chemoprevention of SCCHN, and the combination of EGCG with other natural or synthetic agents has been suggested [14,15,18]. In fact, green tea polyphenon E in combination with erlotinib showed a high rate of pathologic response and excellent cancer-free survival in patients with advanced premalignant lesions of the oral cavity and larynx [19].

The anticancer efficacy of resveratrol against SCCHN and other cancers has been demonstrated by multiple in vitro and in vivo studies using cell lines and animal models [20,21,22,23,24]. Similarly, the safety of resveratrol has been supported by human clinical trials, which showed that oral doses of up to 5 g/day are well-tolerated [25,26]. In contrast to safety and efficacy of in vitro and animal models, resveratrol is a Multidrug Resistance 1 (MDR1) efflux pump substrate and undergoes extensive first-pass metabolism in the intestine and liver, limiting its oral bioavailability to <1% [27]. Cancer patients rarely receive a single chemo drug in their treatment regimen but a combination of multiple drugs targeting different modes of action. However, the combinatorial approach has not been widely explored in chemoprevention. Since chemoprevention targets normal individuals without invasive cancer, this combinatorial intervention should preferably be non-toxic. Both EGCG and resveratrol synergize with other natural compounds [28]. For example, the combination of EGCG and luteolin exhibited enhanced anticancer activities against SCCHN and lung cancer models [29]. EGCG also demonstrated synergistic/enhanced activity with other compounds such as nonsteroidal anti-inflammatory drugs [30] and curcumin [31]. Resveratrol also increased the efficacy of other compounds such as Actinomycin D [32], EGCG [33], curcumin [34] and quercetin [35]. However, the combination of EGCG and resveratrol has never been explored in a 4-NQO-induced oral cancer model. The central hypothesis is that the combination of EGCG and resveratrol more effectively prevents oral carcinogenesis than any single agent. We tested our hypothesis using a 4-NQO-induced oral carcinogenesis model, a model that has been widely used for oral cancer chemoprevention. In addition, we conducted RNASeq and subsequent gene enrichment analysis to identify major pathways affected by these compounds.

## 2. Materials and Methods

### 2.1. Chemoprevention Study

The animal study (pilot) was performed following animal protocol #751 approved by the Institutional Animal Care and Use Committee at Marshall University and reported in accordance with ARRIVE guidelines. Fifty (50) 6-week aged C57BL/6 female mice were purchased from the Hilltop Lab Animal, Inc. (Scottdale, PA, USA). After one week of acclimation at the Marshall University Animal Research Facility, mice were divided into two groups: non-carcinogen (*n* = 10) and carcinogen (*n* = 40). Mice in the carcinogen group received 4-NQO-containing water (50 µg/mL) for 10 weeks. The 4-NQO-containing water was changed weekly. One mouse was lost during carcinogen treatment due to an unknown reason. At week 11, mice in the carcinogen group were randomized into four groups: vehicle (*n* = 9), resveratrol (*n* = 10), EGCG (*n* = 10), combination (*n* = 10, resveratrol + EGCG). Each mouse was orally administered with vehicle, EGCG (30 mg/kg), resveratrol (30 mg/kg) or a combination of EGCG (30 mg/kg) and resveratrol (30 mg/kg), 5 days a week until 22 weeks. The doses of EGCG and resveratrol were selected based on previous studies [33,36]. 50% sweetened condensed milk was used as vehicle for drug delivery, which enabled micropipette-guided drug administration, thus significantly reducing gavage-related stress [37,38,39]. Mice in the non-carcinogen group received normal drinking water and no drug treatment throughout the entire experiment. One mouse in the vehicle group died at week 20 due to weight loss during the weekend and we were unable to collect any data. At the end of the study, mice were euthanized by CO_2_ (30–70% chamber volume/minute), the number of visible lesions was counted, tongue tissues were harvested and immediately fixed in 10% neutral buffered formalin (Z-Fix, Anatech Ltd., Battle Creek, MI, USA). Randomization and letter coded grouping were done by Dr. Amin. He also made the drug dispersions with letter coding. The students who administered the drugs were kept blind about the coding. Then, 3 µm sections (slides) were made from paraffin-embedded tissue blocks after horizontally cutting tongue tissues into three equal parts. The slides were stained with H&E and scanned using Nano Zoomer 2.0-HT (Hamamatsu, Japan). Aperio ImageScope 12.4.6 (Leica Biosystems, Buffalo Grove, IL, USA) was used for image analysis. Microscopic lesion numbers were counted using a microscope. Openlab RRID:SCR_012158 ((PerkinElmer, Waltham, MA, USA), a modular imaging software package was used to determine tumor area as previously described [40]. One mouse each from the EGCG and resveratrol group was omitted from digital analysis due to excessive folding during processing. A board-certified pathologist examined the H&E slides to confirm the grades of major lesions. The experimental design is illustrated in Supplementary Figure S1.

### 2.2. Cell Lines

As previously described, a well-characterized cell line panel comprising one malignant (MDA686TU/686Tu), one premalignant (MSK-LEUK1/MSK) and one normal human oral keratinocytes (HOK) was collected from reliable sources and used for the study [29,41]. These cell lines were grown in DMEM/F12 (Gibco, Grand Island, NY, USA) supplemented with 10% FBS (Gibco, Grand Island, NY, USA), keratinocyte basal medium (Lonza, Portsmouth, NH, USA) and oral keratinocyte medium (ScienCell, Carlsbad, CA, USA), respectively. MDA686TU and MSK-LEUK1 were procured from the original generator Dr. Peter G. Sacks’s laboratory (New York University College of Dentistry, New York, NY, USA). The cells were authenticated immediately after receiving through genomic short tandem repeat profiling at the Emory University Integrated Genomics Core (EIGC). HOK cells were purchased from ScienCell Research Laboratories (Cat. #2610; Carlsbad, CA, USA) and were grown and maintained according to the protocol provided. All cells were incubated at 37 °C and in a 5% CO_2_ humidified environment. Media was changed or sub-cultured based on confluency.

### 2.3. Immunohistochemistry Assay

Immunohistochemistry (IHC) was performed on 3 μm formalin-fixed, paraffin-embedded (FFPE) tongue sections following previously established protocols [29]. Briefly, slides were deparaffinized in xylene and rehydrated through a graded alcohol series. Endogenous peroxidase activity was quenched using 3% hydrogen peroxide. For antigen retrieval, sections were heated in 1X citrate buffer (pH 6.0) via microwave and cooled to room temperature. After blocking for 10 min with the blocking buffer (normal horse serum, 2.5%) provided in the kit (Vectastain Kit, PK7800, Vector Laboratories, Newark, CA, USA), slides were incubated overnight at 4 °C with anti-Ki-67 primary antibody (1:400; ab15580). Following washing for 5 min with wash buffer (TBST), slides were incubated with secondary antibody (provided with the kit) for 30 min. After washing for 5 min and 3,3-diaminobenzidine (DAB) visualization, sections were counterstained with hematoxylin. Ki-67 expression was quantified at 200× magnification by averaging the ratio of positive cells to total cells across five random fields.

### 2.4. Western Blotting

To prepare whole-cell lysates, cells were washed with ice-cold PBS and incubated for 1 h with a lysis buffer containing 1M Tris-HCl, 5M NaCl, 20% sodium azide, Na-deoxycholate, Igepal, and 20% SDS, supplemented with 10 µL/mL protease inhibitors (Thermo Scientific, Waltham, MA, USA). Protein concentrations were quantified using a commercial assay kit (Thermo Scientific, Waltham, MA, USA). Equal protein loads (20 µg) were resolved via 12% SDS-PAGE and transferred onto PVDF membranes (BIO-RAD, Hercules, CA, USA). Following a 1 h block in 5% non-fat skimmed milk at room temperature, membranes were incubated overnight at 4 °C with specific primary antibodies. Protein bands were visualized using the ECL Advance™ Western Blotting Detection Kit (GE Healthcare, Chicago, IL, USA) after incubation with secondary antibody for 60 min at room temperature. Mouse anti-β-actin (Sigma Life Sciences, St. Louis, MO, USA) served as the loading control.

### 2.5. RNA Extraction, RNASeq and qPCR

Total RNA was isolated from cells using the RNeasy Mini Kit (Qiagen, Germantown, MD, USA) in sextuplicate per group. Following quality control, libraries were generated from 1 μg of total RNA using the TruSeq stranded mRNA kit (Illumina, San Diego, CA, USA) and validated via the Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Sequencing was performed on an Illumina HiSeq1500 (2 × 50 bp paired-end). Raw data were processed using bcl2fastq2 (v2.17.1.14), and Trimmomatic (v0.36) was employed to remove adapters and low-quality reads (length < 25 bp). Read quality was monitored using FastQC (v0.11.5). Trimmed reads were aligned to the GRCh38 reference genome using HISAT2 (v2.0.4), with subsequent sorting and indexing via SAMtools (v1.3.1). Differentially expressed genes (DEGs) identified using DESeq2 with an FDR threshold of 0.1. DEGs with *p* < 0.05 were considered significantly modified. The R/Bioconductor package was used to calculate the power of the RNASeq experiment to detect DEG over a range of coverage depth (ranging from 5 to 25 reads per gene), coefficient of variation (“cv”; ranging from 0.1 to 0.5) and fold change (1.5 to 2.5). The use of 6 samples per experimental group is sufficient to obtain 80% power for 2.5-fold changes at any level of cv and coverage, for 2-fold changes for all cv ≤ 0.4 except for the low coverage (<10), and for 1.5-fold changes with low cv ≤ 0.2 and coverage ≥ 15. For validation, real-time qPCR was conducted using the iTaq Universal SYBR Green One-Step Kit (BIO-RAD, Hercules, CA, USA) on a QuantStudio™ 3 system (Applied Biosystems, Foster City, CA, USA). Each 100 ng RNA sample was combined with primers (Integrated DNA Technologies; Coralville, IA, USA; Table 1). Expressions were normalized to GAPDH as an endogenous control, and all reactions were performed in triplicate. Relative expression levels were calculated using the 2^−ΔΔCt^ method as described previously [42].

### 2.6. Bioinformatics Analysis

Bioinformatic analyses were conducted entirely in R (version 4.x) using Bioconductor 3.17 and CRAN packages. Differential expression results (log_2_ fold change and *p*-values) derived from a DESeq2 pipeline were used to construct a Volcano plot in ggplot2, with genes exhibiting log_2_FC  >  1.5 and raw *p*  <  0.05 highlighted as significantly up- or downregulated. For pathway enrichment, genes meeting a stringent *p* ≤ 1 × 10^−16^ threshold were annotated via the org.Hs.eg.db database and subjected to over-representation analysis against Reactome pathways using ReactomePA. The top enriched pathways were displayed as bar-plot and dot-plot. In parallel, hallmark gene-set enrichment was performed by retrieving the MSigDB hallmark collection with msigdbr and conducting over-representation analysis using clusterProfiler’s enricher function (*p* < 0.05); enriched sets were visualized as both dot and bar charts to summarize pathway perturbations.

### 2.7. Dosage Information/Dosage Regimen

In vivo study: 4-NQO: 50 µg/mL in water; vehicle: 50% sweetened condensed milk; EGCG: 30 mg/kg dispersed in 50% sweetened condensed milk; resveratrol: 30 mg/kg dispersed in 50% sweetened condensed milk; combination: EGCG (30 mg/kg) plus resveratrol (30 mg/kg) dispersed in 50% sweetened condensed milk. Each mouse was fed with 100 μL dispersion using pipette. Mice easily swallowed drug dispersion.

RNASeq: Resveratrol: 15 μM/L (20 mM/L stock in DMSO); EGCG: 40 μM/L dissolved in water; combination: 15 μM/L resveratrol plus 40 μM/L EGCG.

qPCR and Western blotting: Resveratrol: 20 μM/L (20 mM/L stock in DMSO); EGCG: 40 μM/L dissolved in water; combination: 20 μM/L resveratrol plus 40 μM/L EGCG.

### 2.8. Statistical Analysis

Data are presented as mean ± standard deviation (SD) or standard error of the mean (SEM). Statistical analyses were performed using GraphPad Prism 10. A one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test for multiple comparisons was used to determine statistical significance defined as *p* < 0.05. For testing normality distribution of data, a D’Agostino & Pearson Test was conducted.

## 3. Results

### 3.1. Prevention of 4-NQO-Induced Oral Carcinogenesis by the Combination of Resveratrol and EGCG

Although both EGCG and resveratrol have been extensively studied for the chemoprevention of various cancers as single agents, their combination has never been investigated for the chemoprevention of carcinogen-induced cancers in animal models. We have previously reported that the combination of EGCG and resveratrol is synergistic in inducing apoptosis and more strongly inhibits xenografted SCCHN tumor growths in nude mice by modulating the PI3K–AKT–mTOR pathway [33]. In the current study, we investigate the chemopreventive potential of resveratrol, EGCG and their combination against 4-NQO-induced oral carcinogenesis in mice. The experimental design is shown in Supplementary Figure S1. We monitored the body weight of mice during carcinogen exposure as well as drug treatment phases. Carcinogen exposure did not significantly affect the body weight compared to mice exposed to normal water (Figure 1A). Similarly, the body weights remained fairly stable during the drug treatment phase (Figure 1B).

At the end of the study, the mice were euthanized and the oral cavity and tongue of each mouse were carefully examined for visible lesions. None of the mice in the non-carcinogen group developed tumors. An average of 2.3 lesions/mouse were developed in the vehicle treatment group. These numbers were 1.9/mouse, 0.8/mouse and 0.8/mouse for the EGCG, resveratrol and combination groups, respectively. Statistical analysis suggested that both resveratrol and the combination of EGCG and resveratrol significantly inhibited the number of visible lesions (Figure 2A). Moreover, the lesions in the combination group were smaller compared to the vehicle-treated group and some of the mice had no visible lesions. To digitally quantify tumor burden (number of microscopic lesions) and tumor multiplicity (microscopic lesion area in pixels) in mice, H&E-stained tongues were imaged with morphometric software to quantify the surface area composed of tumor as opposed to normal tissue of representative cross-sections of the tongue for each mouse, as previously described [40,43]. Representative images of tongues from each group are shown in Supplementary Figure S2. Results indicated that treatment of mice with the combination of EGCG and resveratrol resulted in a significant reduction in tumor burden (microscopic lesions/mouse) and multiplicity (tumor area/mouse) in mouse tongues (Figure 2B,C). A pathologist also examined the H&E-stained tongues to confirm lesions. Figure 2D shows representative normal tissues and lesions with various grades.

We also measured the cellular proliferation of oral lesions by staining with Ki-67, a proliferation marker. Six randomly selected mice from each group were used for IHC staining followed by counting of Ki-67 positive cells (five randomly selected field from each slide). As shown in Figure 3, resveratrol alone and in combination with EGCG significantly inhibited the number of Ki-67 positive cells compared to untreated control. Similar to the lesion numbers, EGCG alone had no significant effect in reducing Ki-67 expression.

### 3.2. Transcriptome Analysis (RNASeq) to Identify Differentially Expressed Genes

In our previous study, we identified the AKT–mTOR pathway as a major target for the anticancer effect of the combination of resveratrol and EGCG [33]. Whole-transcriptome analysis by RNASeq is a powerful tool for identifying DEGs by drug treatments. To identify DEGs, 686Tu cells were treated with resveratrol (15 μM), EGCG (40 μM) and their combination for 24 h and total RNA was used for RNASeq. 

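686Tu (MDA686TU) is a malignant cell line of head and neck squamous cell carcinoma. The experiment had 4 groups of 6 replicate cultures: untreated control, EGCG, resveratrol and their combination. Resveratrol came from a stock in DMSO and EGCG was dissolved in water. The paper's text does not say whether the control cells received DMSO, so a difference between cells with and without resveratrol also holds any effect of that solvent. The authors prepared stranded mRNA libraries, aligned the reads to GRCh38 with HISAT2, and deposited raw counts per gene, normalized counts and FPKM values. The paper's text does not name the program that counted the reads, the annotation release or the strand setting. Reads from overlapping or near-identical genes are therefore of uncertain origin. Raw counts were used for all tests, and means per group are of the authors' normalized counts with the SD over 6 libraries.
The libraries held between 7034872 and 11735574 counts. The median total was 9072849 in the untreated control, 8720820 with EGCG, 8649664 with resveratrol and 7887159 with the combination. In 4 comparisons of these totals by two-sided exact permutation tests, the combination differed from the control with p = 0.0281 (0.113 after Benjamini-Hochberg adjustment) and a ratio of medians of 0.869. Of the 60617 genes in the table, 33693 had at least 1 count and 15476 passed edgeR's filter on low counts and were tested. The biological coefficient of variation over the 24 libraries was 5.32%.
Replicates 1 to 3 of every group differed from replicates 4 to 6. Mitochondrial transcripts took 0.249% to 0.326% of the counts in replicates 1 to 3 and 0.448% to 0.775% in replicates 4 to 6. Neither the labels nor the paper name a batch, and these 2 sets of libraries are called batches here because of this split. Each batch holds 3 libraries of every group, and values within each batch are given beside some of the pooled ones.

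**Figure D1:**
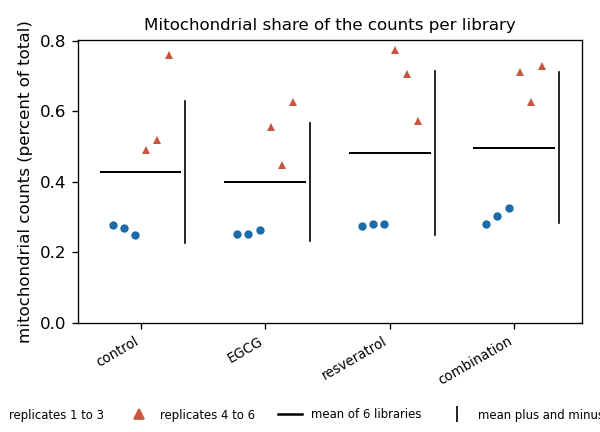
Percent of the counts of each library that fell on mitochondrial transcripts, by treatment group. Circles are replicates 1 to 3, triangles are replicates 4 to 6, and lines give the mean and SD of the 6 libraries in a group. In each group the triangles, at 0.448% or more, lie above the circles, at 0.326% or less.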

DEGs were identified as described in the methods. 

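A gene was counted as a DEG when its Benjamini-Hochberg adjusted p was under 0.1 and its unadjusted p under 0.05, the limits that the methods give. The test was edgeR's quasi-likelihood test on the raw counts with TMM normalization. Without a limit on the fold change, EGCG gave 273 DEGs against the untreated control, 140 upregulated and 133 downregulated. Resveratrol gave 8807, with 4466 upregulated and 4341 downregulated, and the combination gave 9258, with 4633 upregulated and 4625 downregulated. These were 1.76%, 56.9% and 59.8% of the tested genes. All 6 treated libraries lay above, or all below, the 6 control libraries for 252 genes with EGCG, 4810 with resveratrol and 4935 with the combination. That is 1.63%, 31.1% and 31.9% of the tested genes, where chance gives 0.216%.
Replicates 1 to 3 alone gave 84 DEGs with EGCG, 7183 with resveratrol and 7895 with the combination. Replicates 4 to 6 alone gave 85, 7152 and 7705. Among the DEGs tested in both batches, 272 of 272 with EGCG, 8746 of 8769 with resveratrol and 9189 of 9215 with the combination changed in the same direction in both. These genes were picked on both batches together, which favors agreement. Over all 15320 genes tested in both batches, which are not independent replicates, 59.1% with EGCG (Pearson correlation 0.164), 82.7% with resveratrol (0.797) and 83.4% with the combination (0.819) changed in the same direction. Of the alternatives tried, the limit on p moved the number with EGCG most: 1570 genes had an unadjusted p under 0.05, where 773.8 would have it by chance. In simulated counts with 200 changed genes, the test called 185 of them (92.5%) and 21 unchanged genes among 15332 tested.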

The number of 1.5- and 2.0-fold DEGs are listed in Table 2. 

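With a 2.0-fold cut-off, resveratrol gave 334 DEGs, 287 upregulated and 47 downregulated. Replicates 1 to 3 alone gave 469 and replicates 4 to 6 alone gave 373. This number varied most with the fold change estimate and the filter on low counts. It was 115 with DESeq2's fold change prior, which draws uncertain changes toward 0, and 1091 when every gene with at least 1 count was tested.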

The number of 2.0-fold DEGs by resveratrol was 68, of which 53 genes were upregulated, and 15 genes were downregulated. 

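Resveratrol gave 1514 DEGs with a 1.5-fold cut-off, of which 1124 were upregulated and 390 downregulated. In replicates 1 to 3 this number was 1670 and in replicates 4 to 6 it was 1522. When counts were scaled by library size alone, it was 1705, and the split moved to 1469 upregulated and 236 downregulated. Testing every gene with at least 1 count gave 2334.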

With a cut-off of 1.5-fold, this number was 445 genes, 280 upregulated, and 165 downregulated. EGCG at a dose of 40 µM had a minimal effect on gene expression, although it greatly increased the number of resveratrol-induced DEGs when combined with resveratrol, with a 1.5- and 2.0-fold cut-off; these numbers were 639 genes (358 upregulated and 281 downregulated genes) and 119 genes (83 upregulated and 36 downregulated genes). 

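With a 1.5-fold cut-off, EGCG alone gave 28 DEGs (13 upregulated and 15 downregulated) and the combination gave 1842 (1264 upregulated and 578 downregulated). With a 2.0-fold cut-off, these numbers were 7 (2 and 5) and 480 (383 and 97). Within replicates 1 to 3 and within replicates 4 to 6, EGCG gave 19 and 19 DEGs with the 1.5-fold cut-off, and the combination gave 2101 and 1802. When counts were scaled by library size alone, the combination gave 2045 with this cut-off, 1653 upregulated and 392 downregulated.
Resveratrol and the combination shared 1219 DEGs at 1.5-fold, 1218 of them changed in the same direction. With resveratrol simulated as unchanged against the same control libraries, 10 draws gave the same direction for 63.0% of the genes with the smallest p. The simulated group had no DEGs, so the draws give no value to set beside the number shared. A further 623 genes passed the 1.5-fold cut-off with the combination only. Of these 623, 604 changed in the same direction with resveratrol alone and 455 were DEGs there at a smaller change. Their median absolute log2 fold change was 0.67 with the combination and 0.48 with resveratrol, and 195 of them differed between the combination and resveratrol. Picking genes that passed with the combination only favors a larger change with it, at this cut-off and at 2.0-fold. These medians are thus no separate evidence of a larger effect. At 2.0-fold, 198 genes passed with the combination only, of which 188 were DEGs with resveratrol at a smaller change and 62 differed between these treatments.
The direct comparison of the combination with resveratrol gave 1217 DEGs, 620 higher and 597 lower with the combination, or 7.86% of the tested genes. The groups of 6 libraries did not overlap for 493 genes, or 3.19%, where chance gives 0.216%. Replicates 1 to 3 alone gave 816 DEGs and replicates 4 to 6 alone gave 399. With the fold cut-offs, 70 genes differed by 1.5-fold and 15 by 2.0-fold.
Across all tested genes, which are not independent replicates, the log2 fold changes of resveratrol and of the combination had a Pearson correlation of 0.919. Sharing the control libraries alone gave 0.149. The change with EGCG alone and the change that EGCG made beside resveratrol, which share no library, had a Pearson correlation of 0.232. Among the 273 DEGs of EGCG alone, 248 changed in the same direction beside resveratrol.
The interaction term of the model tests whether the combination differs from the sum of the log2 fold changes of the single agents. It gave 41 DEGs, 32 above the sum and 9 below it, while 1195 genes had an unadjusted p under 0.05. The number of DEGs was 6 in replicates 1 to 3 and 24 in replicates 4 to 6, and 79 with the batch as a term, a model chosen after the data were seen.
The paper draws its statement on EGCG from the numbers of DEGs in Table 2, each counted against the untreated control. From the larger numbers with the combination than with resveratrol, it states that EGCG raised the number of genes that resveratrol changed.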

The top ten upregulated and downregulated genes in each treatment are listed in Table 3 and Table 4, respectively. 

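Among the genes that EGCG alone lowered, SELENOW (ENSG00000178980, GRCh38 chromosome 19, 47778677 to 47784686) encodes a selenoprotein. Its mean normalized count was 935 ± 41.9 (SD, n = 6) in the control and 308 ± 11.5 with EGCG. The log2 fold change was -1.60 (standard error 0.0419, adjusted p = 2.2e-26 in edgeR with Benjamini-Hochberg adjustment), and all 6 EGCG libraries lay below all 6 control libraries. Among the upregulated genes, BNIP3 (ENSG00000176171, chromosome 10, 131967684 to 131981967) rose from 251 ± 2.76 to 444 ± 31.5. Its log2 fold change was 0.83 (standard error 0.0523, edgeR adjusted p = 8.1e-14), with all 6 EGCG libraries above all control libraries. Its pseudogene BNIP3P1, which is close to it in sequence, also rose, by 0.89. CGB5 (ENSG00000189052, chromosome 19, 49043848 to 49045311) fell from 54.0 ± 12.6 to 20.1 ± 4.39, a log2 fold change of -1.45 (standard error 0.165, edgeR adjusted p = 2.4e-07) with no overlap of the 6 and 6 libraries. Reads of CGB5 cannot be separated with certainty from those of its near-identical copies. The summed mean of the 6 genes of this family, CGB5 included, fell by 1.15 on the log2 scale.
In all, 10 lists of genes were tested as sets with limma's camera on log2 CPM, in 5 comparisons, with Benjamini-Hochberg adjustment over the 50 tests. Hypoxia-inducible genes rose with EGCG, with a median log2 fold change of 0.18 and 25 of 27 genes above 0 (adjusted p from limma's camera = 6.4e-31). Of these genes 13 were DEGs over all genes and 19 when adjusted over the list alone. Selenoproteins fell with EGCG, with a median of -0.06 and 5 of 18 genes above 0 (adjusted p from limma's camera = 4.9e-08). Of these, 8 were DEGs over all genes (6 lower and 2 higher) and 9 when adjusted over the list alone. Several members of both lists are named in Tables 3 and 4 from these libraries, so the tests and counts of both lists are not independent evidence. Without the genes that the paper names, the other 22 hypoxia-inducible genes had a median of 0.14 (adjusted p from limma's camera = 1.7e-16, 20 above 0). The other 12 selenoproteins had a median of -0.05 and did not pass (adjusted p from limma's camera = 0.133, 3 above 0). As fitted by edgeR, the median of the selenoproteins was -0.05, and -0.08 without EGCG replicate 5. Camera presets the correlation between genes. Of the 32 tests past an adjusted p of 0.05, all 32 held under limma's fry, and 28 held with a correlation estimated from the data.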

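GDF15 (ENSG00000130513) lies on chromosome 19 of GRCh38 from 18374731 to 18389176 and encodes a secreted member of the TGF-β superfamily. Its mean normalized count was 29.1 ± 6.62 (SD, n = 6) in the untreated control, 33.6 ± 12.9 with EGCG, 139 ± 6.62 with resveratrol and 181 ± 18.7 with the combination. Its log2 fold change with the combination was 2.63 (standard error 0.13, adjusted p = 6.7e-19 in edgeR with Benjamini-Hochberg adjustment) and was 2.50 in replicates 1 to 3 and 2.80 in replicates 4 to 6. LAMP3 (ENSG00000078081, chromosome 3, 183122215 to 183163839), a lysosomal membrane protein gene, rose from 57.8 ± 4.49 in the control to 264 ± 18.1 with resveratrol and 335 ± 19.0 with the combination. Its log2 fold change with the combination was 2.54 (standard error 0.0746, edgeR adjusted p = 1.4e-25), with 2.53 and 2.54 in the 2 batches.
AKR1C1 (ENSG00000187134, 4963253 to 4983283), AKR1C2 (ENSG00000151632, 4987775 to 5018031) and AKR1C3 (ENSG00000196139, 5035354 to 5107686) are neighbouring aldo-keto reductase genes on chromosome 10. With the combination, AKR1C1 rose from 176 ± 32.8 to 803 ± 95.5, AKR1C2 from 246 ± 22.9 to 1243 ± 172 and AKR1C3 from 68.3 ± 11.0 to 255 ± 40.7 normalized counts. Their log2 fold changes were 2.19, 2.34 and 1.91, with standard errors of 0.0891, 0.0729 and 0.107 (edgeR adjusted p = 2.0e-21, 5.7e-25 and 1.9e-17). The changes with resveratrol alone were 2.24, 2.39 and 1.88. Between the combination and resveratrol none of these 3 genes differed in edgeR, with changes of -0.05, -0.04 and 0.03 (adjusted p = 0.778, 0.773 and 0.898). Reads of these close paralogs could be split between them, but the summed count of the family (4 genes with AKR1C4) rose from 492 ± 47.9 to 2371 ± 147 with resveratrol and 2311 ± 299 with the combination.
For all 5 genes, each library with resveratrol or the combination lay above each control library (two-sided exact permutation test, p = 0.00216, the smallest that 6 against 6 can give). Ranked by fold change among the DEGs upregulated with the combination, LAMP3 was at place 8, AKR1C2 at 14, AKR1C1 at 20 and AKR1C3 at 29.

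**Figure D2:**
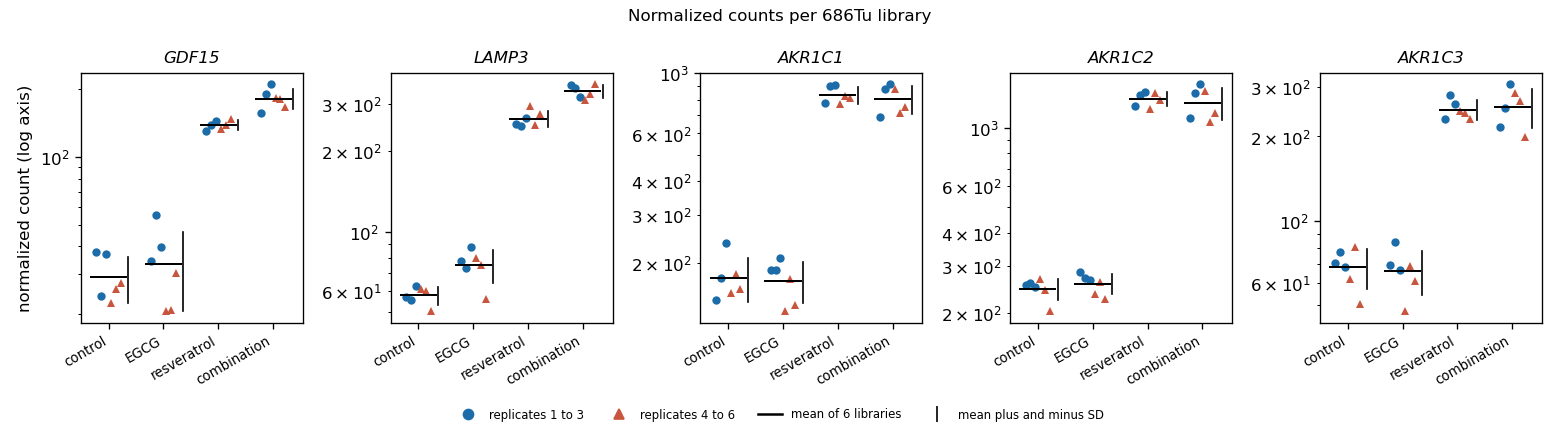
Normalized counts of GDF15, LAMP3, AKR1C1, AKR1C2 and AKR1C3 in each library by treatment group, on a log axis. Circles are replicates 1 to 3, triangles are replicates 4 to 6, and lines give the mean and SD of 6 libraries. For each gene the 12 libraries with resveratrol, alone or in the combination, lie above the 12 without it.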

*GDF15*, *AKRC1*, *AKRC2*, *AKRC3* and *LAMP3* were the most upregulated genes in the case of combination treatment. *CYP1B1*, *SPRR4* and *ALDH1A3* are among the top downregulated genes.

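CYP1B1 (ENSG00000138061, GRCh38 chromosome 2, 38066973 to 38109902) fell from 743 ± 30.9 normalized counts (SD, n = 6) in the control to 562 ± 46.3 with EGCG, 117 ± 12.5 with resveratrol and 108 ± 9.17 with the combination. Its log2 fold change with the combination was -2.77 (standard error 0.0628, adjusted p = 4.9e-29 in edgeR with Benjamini-Hochberg adjustment), with -2.67 and -2.88 in the 2 batches. It overlaps RMDN2 on the other strand, which had a mean count of 21.2. ALDH1A3 (ENSG00000184254, chromosome 15, 100877714 to 100916626) fell from 780.1 ± 34.4 to 569.8 ± 21.2 with EGCG, 158 ± 13.3 with resveratrol and 159 ± 12.2 with the combination. The change with the combination was -2.29 (standard error 0.0512, edgeR adjusted p = 4.7e-29), with -2.27 and -2.31 in the batches, and an antisense gene, ALDH1A3-AS1, overlaps it. SPRR4 (ENSG00000184148, chromosome 1, 152970648 to 152972574), a cornified envelope gene, fell from 69.8 ± 10.0 to 23.7 ± 2.92 with resveratrol and 13.3 ± 6.08 with the combination. Its change with the combination was -2.34 (standard error 0.183, edgeR adjusted p = 2.0e-13), with -1.91 and -2.86 in the batches, and -2.68 without combination replicate 3. All 6 combination libraries lay below all 6 control libraries for these 3 genes (two-sided exact permutation test, p = 0.00216, the smallest possible).
Between the combination and resveratrol, SPRR4 had a log2 fold change of -0.79 (standard error 0.229, edgeR adjusted p = 0.0336, 5 of 6 libraries below the resveratrol mean). CYP1B1 differed by -0.11 (edgeR adjusted p = 0.541) and ALDH1A3 by 0.00 (edgeR adjusted p = 0.995). By fold change among the downregulated DEGs of the combination, CYP1B1 was at place 2, SPRR4 at 4 and ALDH1A3 at 5. The cornified envelope genes fell as a list, with a median log2 fold change of -0.52 with resveratrol and -0.93 with the combination (adjusted p from limma's camera = 9.5e-05 and 2.1e-08, with 2 and 1 of 22 genes above 0). The medians in the 2 batches were -0.31 and -0.73 with resveratrol, and -0.61 and -1.34 with the combination. Of the 22 genes, 18 and 21 were downregulated DEGs over all genes, and 1 was upregulated with each treatment. With a correlation between genes estimated from the data, neither result of this list passed. Without the 4 genes that the paper names, the other 18 passed with both treatments (adjusted p from limma's camera = 0.00233 and 2.3e-06).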

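In the control libraries between 22525 and 23252 genes had at least 1 count, and in the combination libraries between 22377 and 23289. The filter on low counts left a fold change and a p for each tested gene. When at least 10 counts were required in every library, 13485 genes were tested and 8531 were DEGs with the combination against the untreated control.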

After cleaning the missing data within the 6020 modulated genes (untreated control versus combination), 5187 genes were used for Volcano plot analysis. 

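For the combination against the untreated control, the smallest p in edgeR was 1.3e-33 (for GCLC). The median absolute log2 fold change of the DEGs was 0.33. With resveratrol it was 0.30 and with EGCG 0.22. Of the combination's genes with p under 0.05, 72.8% changed by less than 0.5 on the log2 scale in either direction.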

The very high log_10_*p* values indicated that most of the genes were significantly changed compared with the untreated control (Figure 4).

### 3.3. Bioinformatics Analysis of Differentially Expressed Genes to Identify Affected Pathways

To identify the most affected pathways, we conducted bioinformatics analysis/pathway enrichment using DEGs of combined treatment. 

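The methods take genes with p of at most 1e-16 into the enrichment. In edgeR 352 genes passed this limit for the combination against the untreated control, 181 upregulated and 171 downregulated. For resveratrol 232 genes passed, 112 upregulated and 120 downregulated, and for EGCG 3 genes passed. These numbers depend on the test. With the DESeq2 Wald test 369 genes passed for the combination but not for resveratrol, and in edgeR 138 did. The enrichment itself was not run again, and the values given are those of the genes that the study lists for each pathway.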

Figure 5A,B shows the top upregulated pathways when plotted against gene ratio and gene count, respectively. 

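The genes that Supplementary File S1 lists under each pathway were followed in the fitted log2 fold changes. The 13 genes of cholesterol homeostasis had a median of 0.68 with resveratrol and 0.95 with the combination. The 18 genes of TNFα signaling via NFκB had medians of 0.84 and 0.97. For mTORC1 signaling (17 genes) the medians were 0.74 and 0.82, for the p53 pathway (17 genes) 0.91 and 1.21, and for apoptosis (12 genes) 0.85 and 1.01. Each of these genes was an upregulated DEG with both treatments. In the direct comparison of the combination with resveratrol, 9 genes of cholesterol homeostasis were higher, 11 of TNFα signaling, 10 of mTORC1 signaling, 8 of the p53 pathway and 5 of apoptosis. The study chose these genes on these libraries, so the counts describe the lists and are not independent evidence.
A list of 29 sterol synthesis genes, of which 7 stand in Supplementary File S1, rose with a median of 0.48 with resveratrol and 0.51 with the combination (adjusted p from limma's camera = 1.1e-13 and 2.1e-13, with 29 and 28 genes above 0). Of these, 25 and 27 were DEGs over all genes. With EGCG alone the median was 0.04 (adjusted p from limma's camera = 0.00944, 23 genes above 0), and the test within replicates 1 to 3 gave an adjusted p of 0.0771. Without the 5 genes that the paper names, the other 24 did not pass with EGCG (adjusted p from limma's camera = 0.106).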

Hallmarks of xenobiotic metabolism, cholesterol homeostasis, TNFα signaling via NFκB, mTORC1 signaling, apoptosis and p53 pathway are among the top upregulated pathways. The most downregulated pathways are hallmarks of G2M checkpoint, E2F targets, MYC targets and mitotic spindle (Figure 5C,D). 

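In Supplementary File S2, the 22 genes of the G2M checkpoint had a median log2 fold change of -0.52 with resveratrol and -0.75 with the combination. The 22 genes of E2F targets had medians of -0.56 and -0.72, and the 11 genes of the mitotic spindle -0.52 and -0.69. The MYC targets are listed as V1 (13 genes, -0.58 and -0.67) and V2 (8 genes, -0.54 and -0.67). All of these genes were downregulated DEGs with both treatments. With the combination against resveratrol, 20 genes of the G2M checkpoint and 17 of E2F targets were lower. The study chose these genes too on the combination in these libraries, so these counts are not independent evidence.
A list of 26 mitosis genes, 11 of them in Supplementary File S2, had a median of -0.10 with EGCG, -0.36 with resveratrol and -0.60 with the combination (adjusted p from limma's camera = 2.6e-12, 7.7e-13 and 1.5e-17). None of the 26 was above 0 with EGCG, 1 was with resveratrol and none with the combination, and none was an upregulated DEG. The DEGs among them numbered 7, 23 and 26 over all genes, and 14, 23 and 26 when adjusted over the list alone. With the combination against resveratrol the median was -0.24 (adjusted p from limma's camera = 1.1e-32), and 22 of the 26 were DEGs. A list of 26 DNA replication genes had medians of -0.07 with resveratrol (adjusted p from limma's camera = 0.0202, 11 genes above 0) and -0.09 with the combination (adjusted p from limma's camera = 0.119). Of these, 8 were upregulated and 12 downregulated DEGs with resveratrol, and 9 and 13 with the combination, so the medians do not show that the genes were unaffected. With library size alone as the scaling, the former p was 0.125 and its median was above 0, at 0.02.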

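Supplementary File S1 names 134 genes and Supplementary File S2 names 78, and all of them were tested. With the combination all 134 were upregulated DEGs, with a median log2 fold change of 0.85 (lowest 0.59, highest 2.54), and all 78 were downregulated DEGs, with a median of -0.71 (from -2.29 to -0.58). In replicates 1 to 3 the medians were 0.86 and -0.75, and in replicates 4 to 6 they were 0.83 and -0.69. With resveratrol alone all 134 were upregulated DEGs, with a median of 0.74, and 77 of the 78 were downregulated DEGs, with a median of -0.58. The combination raised 56 of the 134 above resveratrol and lowered 40 of the 78 below it, while 5 of the 78 were higher. The study picked these genes on the combination in these libraries, which favors a larger change with it than with resveratrol. The same holds for each pathway in both files. EGCG alone gave 21 upregulated DEGs among the 134. The mTORC1, apoptosis and p53 pathways have genes in both files. Scaling by library size alone moved the medians most, to 0.93 and -0.63.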

Supplementary Files S1 and S2 show the upregulated and downregulated pathways and the associated genes, respectively.

### 3.4. Confirming the Expression of Selected Genes and Proteins by Real-Time qPCR and Western Blotting

*GDF15* was identified as the most upregulated gene and hallmark of the xenobiotic metabolism as the top upregulated pathway. 

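By fold change among the DEGs upregulated with the combination, GDF15 was at place 4, behind C15orf48 (log2 fold change 2.84), SPP1 (2.79) and CYP4F11 (2.65). The control means of C15orf48 and SPP1 were 1.96 and 2.63 normalized counts, so their fold changes rest on few counts. GDF15 and CYP4F11 changed places between the batches, with 2.50 and 2.75 in replicates 1 to 3 and 2.80 and 2.54 in replicates 4 to 6. With resveratrol alone GDF15 was at place 8. By the number of genes that Supplementary File S1 lists, xenobiotic metabolism came first, with 21.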

We examined the mRNA expression of some selected genes including *GDF15* and those associated with the xenobiotic metabolism pathway and activated in response to oxidative stress. As shown in Figure 6A–C, treatment with resveratrol, EGCG or the combination of resveratrol and EGCG significantly increased the expression of *GDF15*, *ATF3*, Solute Carrier Family 7 Member 11 (*SLC7A11*), Heme Oxygenase-1 (*HMOX1*), NAD(P)H Quinone Dehydrogenase 1 (*NQO1*), Aldo-Keto Reductase Family 1 Member C (*AKR1C*)*1*, *AKR1C2* and *AKR1C3* in 686Tu (malignant) and MSK (premalignant) cells, although the effects of EGCG were not significant in some cases. Although EGCG had a minimal effect on the expression of *GDF15* and *ATF3*, the combination of resveratrol and EGCG greatly increased the expression of these genes. *GDF15* is a known transcriptional target of ATF3 [44,45].

We also examined the expression of GDF15 and ATF3 proteins in normal (HOK), premalignant (MSK) and malignant (686Tu) head and neck cell lines and found that, like mRNA expression, resveratrol, EGCG and their combination also increased the expression of GDF15 and ATF3 proteins (Figure 7).

## 4. Discussion

Although chemoprevention is a well-justified, viable option for reducing cancer burden, its success is limited, with approved chemoprevention drugs for breast cancer only. Unlike the treatment of cancer patients where the question is about life and death, toxicity is a significant concern for chemoprevention as the subjects have not yet developed invasive cancer but are at high risk. As a result, diet-derived natural agents drew much attention for chemoprevention because of their non-toxic nature and people’s acceptance. Moreover, cancer patients rarely receive single drug regimens in their treatment plan; rather, combinations of multiple modalities or agents are common. However, the combinatorial approach has not been explored well in chemoprevention. In the current study, we investigated the chemopreventive potential of the combination of two natural compounds, resveratrol and EGCG against 4-NQO-induced oral carcinogenesis in an in vivo model extensively used for testing compounds for their chemopreventive potential against oral carcinogenesis. 4-NQO is a carcinogen present in tobacco smoke and mimics the histological and biological processes of human oral carcinogenesis including the genetic and molecular changes seen in the progression from normal to mild, moderate and severe dysplasia, and from carcinoma in situ to invasive carcinoma [46,47]. Although both resveratrol and green tea preparations exhibited chemopreventive efficacy against oral carcinogenesis in animal models, GTE alone was ineffective in preventing oral cancer development in a phase II clinical trial which prompted us to explore a combinatorial approach [15]. Our findings demonstrate that, although resveratrol alone or in combination with EGCG significantly inhibited the number of visible tumors, EGCG alone had a insignificant effect, as the EGCG dose is lower than our previous in vivo doses [29,33]. However, visible lesions do not always represent the real fact, particularly, if the intervention delays carcinogenesis. In contrast, digital imaging and microscopic counting after H&E staining allows the detection of microscopic lesions. Only the combination of EGCG and resveratrol significantly inhibited the number and the area of microscopic lesions, suggesting that resveratrol alone delayed tumor development, as indicated by the increased number of microscopic lesions. The chemopreventive efficacy was also supported by Ki-67 expression. Our data are consistent with a previous study which tested the efficacy of resveratrol (AIN-76A diet supplemented with 0.25% *w*/*w* resveratrol for 8 weeks) against 4-NQO-induced oral carcinogenesis. Although the effect on tumor incidence is moderate, the multiplicity and severity of lesions were significantly inhibited [12]. An average of 4.66 and 1.33 lesions/mouse was detected in the 4-NQO and resveratrol group, respectively. In contrast, our data are inconsistent with a previous study testing the efficacy of green tea polyphenols (GTE) against 4-NQO-induced oral carcinogenesis [48]. Simultaneous treatments of rats with 4-NQO and GTE significantly reduced the number of tumors, tumor volume and SCCHN. The results were also significant when GTE treatment was given after 4-NQO exposure. The inhibition of tumor incidence is 88.75%. The inconsistency with our study is probably attributed to dosing (200 mg/kg vs. 30 mg/kg).

We also explored the cell signaling pathways modulated by these compounds and their combination through RNASeq and subsequent gene enrichment analysis to identify significant pathways and genes affected by EGCG, resveratrol and their combination. 

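The fitted log2 fold change of GDF15 was 2.24 with resveratrol alone (standard error 0.14, adjusted p = 2.4e-16 in edgeR with Benjamini-Hochberg adjustment), and all 6 resveratrol libraries lay above all 6 control libraries. The combination was above resveratrol by 0.39 (standard error 0.0965, edgeR adjusted p = 0.011), with all 6 libraries above the resveratrol mean. EGCG alone changed it by 0.18 (standard error 0.18, edgeR adjusted p = 0.813), with 4 of 6 libraries above the control mean. That change was 0.35 in replicates 1 to 3 and -0.10 in replicates 4 to 6. The interaction term of 0.21 (standard error 0.21, edgeR adjusted p = 0.89) did not separate the combination from the sum of the single agents. With each library left out in turn, the change with the combination stayed between 2.57 and 2.72. The change with EGCG alone lay between 0.00047 and 0.32.
ATF3 (ENSG00000162772, a transcription factor gene) rose by 1.38 with resveratrol and 1.80 with the combination on the log2 scale (edgeR adjusted p = 9.8e-19 and 1.2e-22, all 6 libraries above all controls). A list of 17 ATF4 targets, which holds ATF3, had medians of 0.09 with EGCG, 0.46 with resveratrol and 0.47 with the combination (adjusted p from limma's camera = 1.4e-10, 3.3e-10 and 3.0e-12, with 15, 16 and 16 genes above 0). The DEGs among them numbered 6, 15 and 15 over all genes, 1 of them lower (with resveratrol).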

*GDF15*, a member of the TGF-β superfamily, was identified as the most upregulated gene. Accumulated evidence from several carcinogenesis models suggests that *GDF15* is expressed under oxidative stress and plays a pivotal role in the chemoprevention of intestinal cancer by sulindac [49,50], colon cancer by cox inhibitors, sulindac and celecoxib [51], and chemically induced breast cancer by the combination of celecoxib and resveratrol [52], etc. Several natural compounds induced apoptosis of head and neck cancer cell lines by upregulating the expression of GDF15 [53,54]. However, its role in oral carcinogenesis and chemoprevention is largely unknown. We confirmed the upregulation of *GDF15* mRNA and protein in normal, premalignant and malignant SCCHN by EGCG, resveratrol and their combination. Furthermore, we confirmed the upregulation of ATF3, a transcription factor that regulates *GDF15*. Further studies using *GDF15* knockout mice are required to verify the role of *GDF15* in oral carcinogenesis and chemoprevention.

The hallmark of xenobiotic metabolism was identified as one of the top significantly upregulated pathways based on gene ratio and gene count. 

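The genes that Supplementary File S1 lists for xenobiotic metabolism had a median log2 fold change of 0.89 with the combination, from 0.60 to 2.34. In replicates 1 to 3 the median was 0.87 and in replicates 4 to 6 it was 0.88. With resveratrol alone it was 0.81, and with EGCG alone 0.06, with 4 DEGs. The combination differed from resveratrol by a median of 0.05, with 7 of these genes higher. The largest changes with the combination were those of AKR1C2 and AKR1C3, followed by those of GCLC, GABARAPL1 (1.36) and EPHX1 (1.23).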

Xenobiotic metabolism is crucial for the detoxification of foreign chemicals including carcinogens. In addition, many genes involved in xenobiotic metabolism are also involved in antioxidant defense mechanisms to protect against oxidative stress. Carcinogenesis is initiated with irreversible genetic mutations resulting from oxidative stress generated endogenously or by carcinogen exposure. 4-NQO generates oxidative stress/reactive oxygen species leading to oral and esophageal carcinogenesis [55,56,57]. 

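GCLC (ENSG00000001084, GRCh38 chromosome 6, 53497341 to 53616970), which encodes the catalytic subunit of glutamate-cysteine ligase, had a mean of 761 ± 20.5 normalized counts (SD, n = 6) in the control, 2036 ± 71.3 with resveratrol and 2213 ± 44.1 with the combination. Its log2 fold changes were 1.42 and 1.54 (standard errors 0.033 and 0.0331, adjusted p = 1.1e-28 and 2.0e-29 in edgeR with Benjamini-Hochberg adjustment). The combination was above resveratrol by 0.12 (edgeR adjusted p = 0.0164), and an antisense gene with a mean count of 14.5, LINC01564, overlaps GCLC. GCLM (chromosome 1, 93885199 to 93909456) rose by 0.62 and 0.64 on the log2 scale with the 2 treatments (edgeR adjusted p = 5.7e-13 and 2.0e-13). NQO1 (chromosome 16, 69706996 to 69726668) rose by 0.45 and 0.44 (8.2e-14 and 1.3e-13 in edgeR). HMOX1 (chromosome 22, 35380361 to 35394214), with 24.5 ± 4.76 counts in the control, rose by 0.85 and 0.94 (9.7e-06 and 1.7e-06 in edgeR). SLC7A11 (chromosome 4, 138164097 to 138242349) rose by 0.46 and 0.46 (2.9e-09 and 3.7e-09 in edgeR). CAT (chromosome 11, 34438934 to 34472060) rose by 0.74 and 0.71 (6.5e-15 and 2.1e-14 in edgeR). For these 6 genes all libraries with resveratrol or the combination lay above all control libraries. The last 5 did not differ between the combination and resveratrol, with edgeR adjusted p from 0.786 for HMOX1 to 0.961 for SLC7A11. With EGCG alone none of these 5 was a DEG, and GCLM came nearest with -0.13 (edgeR adjusted p = 0.322). GCLC was a DEG with EGCG alone, at place 136 by fold change among the upregulated ones.
A list of 24 NRF2 targets, of which 8 stand in Supplementary File S1, rose with a median of 0.58 with resveratrol and 0.55 with the combination (adjusted p from limma's camera = 9.3e-15 and 2.5e-13, 23 of 24 genes above 0 in both). The DEGs among them numbered 22 and 20 over all genes, 1 of them lower with each treatment, and 22 and 20 when adjusted over the list alone. Without the 14 genes that the paper names, the other 10 had medians of 0.26 and 0.26 (adjusted p from limma's camera = 0.00522 and 0.00769). With EGCG alone the median was -0.02 (adjusted p from limma's camera = 0.215).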

Resveratrol or its combination with EGCG upregulates several antioxidant genes such as *GCLC*, *GCLM*, *NQO1*, *HMXO1*, *SLC7A11*, *CAT*, etc. 

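In Supplementary File S1, the 15 genes of the interferon-α response had a median log2 fold change of 0.98 with resveratrol and 0.96 with the combination. The 18 genes of the interferon-γ response also had medians of 0.98 and 0.96. In Supplementary File S2, the 8 genes of glycolysis had medians of -0.66 and -0.83, and the 7 genes of mTORC1 signaling -0.67 and -0.77. A list of 23 interferon-induced genes, 9 of them in Supplementary File S1, rose with a median of 0.82 with resveratrol and 0.85 with the combination (adjusted p from limma's camera = 6.8e-15 and 3.5e-13). All 23 were above 0 with both treatments, and 23 and 22 were DEGs over all genes. For the combination against resveratrol the list as a group did not pass (median 0.03, adjusted p from limma's camera = 0.894). Of its genes, 4 were DEGs over all genes, 3 higher and 1 lower, and 6 when adjusted over the list alone. With EGCG alone the list did not pass either (median -0.04, adjusted p from limma's camera = 0.149), with 0 DEGs over all genes.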

Other modulated pathways include the upregulation of the p53 pathway, apoptosis pathway, interferon-α and -γ response, and the downregulation of G2/M checkpoint, E2F1 targets, MYC targets, mitotic spindle, glycolysis, mTORC1, etc. Most of these pathways are known to mediate anticancer effects or carcinogenesis and might be involved in the chemopreventive effect of these compounds.

## 5. Conclusions

Taken together, our findings demonstrate that the combination of resveratrol and EGCG prevents or delays 4-NQO-induced oral carcinogenesis, upregulates pathways which are important for xenobiotic metabolism, mitigation of oxidative stress and apoptosis and downregulates several oncogenic pathways such as mTORC1, Myc and E2F1. Although promising, the study has several limitations. Firstly, the in vivo experiment was conducted exclusively in female mice, rendering the analysis of sex-dependent effects impossible. Secondly, the RNASeq was performed using a malignant cell line. Although the expression of critical genes was further validated in normal and premalignant cells, the expression of these genes was not tested in animal tissues. Thirdly, the cell line data are simply correlative with the animal study. Finally, the effects of the carcinogen and drug treatments on major organs (toxicity) were not explored. Future studies need to focus on functional studies of the genes like *GDF15* or pathways like antioxidant and xenobiotic metabolism in the chemoprevention of oral cancer using animal models. Despite these limitations, our study opens new avenues for testing the toxicity and pharmacokinetics of these two promising natural compounds, which will ultimately pave the way for clinical trials.

## Figures and Tables

**Figure 1:**
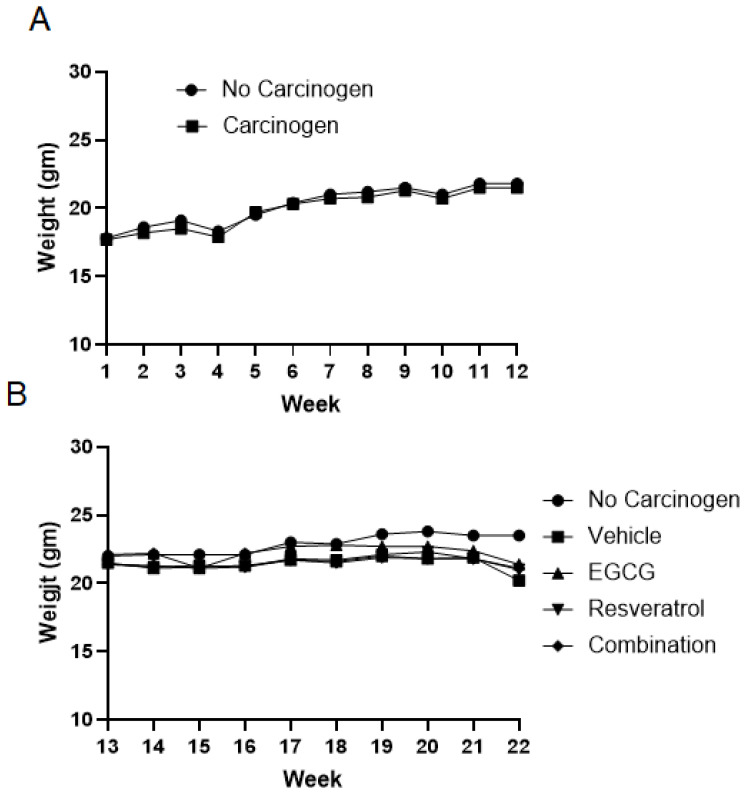
Average body weights of mice during carcinogen exposure and drug treatments: (**A**) After receiving from the vendor, the mice were divided into two groups (no carcinogen and carcinogen) and the body weight of each mouse was taken weekly. Mice were exposed to carcinogen for 10 weeks (week 2–12). (**B**) The carcinogen-exposed mice were randomized into four groups (50% sweetened condensed milk, 30 mg/kg resveratrol in 50% sweetened condensed milk, 30 mg/kg EGCG in 50% sweetened condensed milk, combination of resveratrol and EGCG) and the body weight of each mouse was taken weekly. Average body weights were plotted against time.

**Figure 2:**
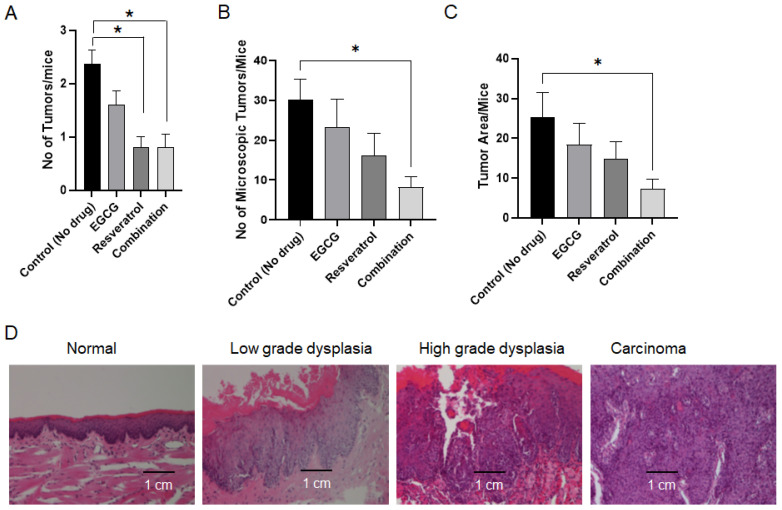
Chemoprevention of 4-NQO-induced oral carcinogenesis by resveratrol, EGCG and combination: (**A**) At the end of drug treatment, the oral cavity of each mouse was examined, and the number of visible lesions was counted. (**B**,**C**) Tumor numbers (**B**) were counted under the microscope and tumor area (**C**) was quantified using Openlab modular imaging software. All data represent mean ± SEM, * indicates statistically significant results with *p* < 0.05. (**D**) Representative images (histology) of lesions with different grades as determined by board-certified pathologist (magnification, ×200, images were reduced to 50%).

**Figure 3:**
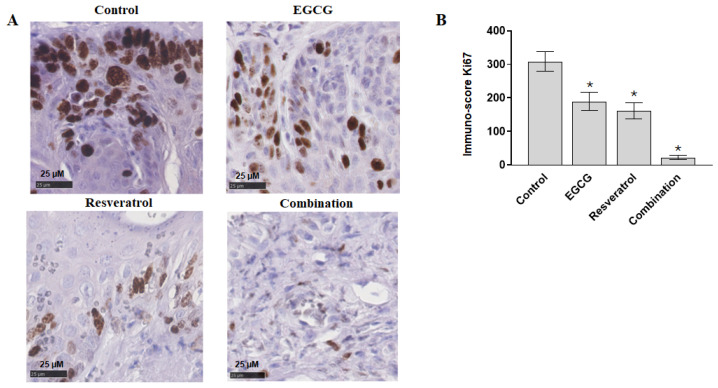
Expression of proliferation marker Ki-67 detected in lesion tissues by immunohistochemical analysis. Six randomly selected mice from each group were used for IHC staining and Ki-67 positive cells were counted from five randomly selected fields from each mouse. (**A**) Representative images are presented from each group (magnification, ×200). (**B**) Quantification of Ki-67 staining. * indicates a statistically significant difference at *p* < 0.05. *n* = six mice/group; 5 randomly selected fields.

**Figure 4:**
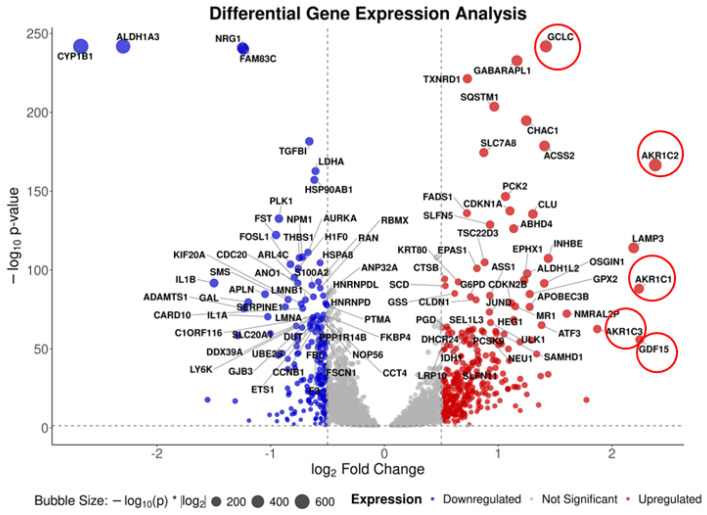
Volcano plot of differentially expressed genes from the combination group. Each point represents one of the 5187 genes surveyed in treatment versus control samples. The x-axis shows log_2_(fold change), and the y-axis shows −log_10_(*p*-value). Vertical dashed lines mark the ±0.5 log_2_FC thresholds, and the horizontal dashed line marks *p* = 0.05. Genes meeting only the *p* < 0.05 cut-off are colored gray (*n* = 4623), while those with both *p* < 0.05 and log_2_FC > 0.5 are colored red (upregulated, *n* = 360) and blue (downregulated, *n* = 204). Selected genes of interest are circled.

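With the limits drawn in Figure 4, a p under 0.05 and a log2 fold change beyond 0.5, edgeR gave 1636 upregulated and 880 downregulated genes for the combination against the untreated control. A further 6742 genes passed the limit on p only. For resveratrol against the untreated control these numbers were 1431, 643 and 6733, and for EGCG they were 68, 76 and 1426.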

**Figure 5:**
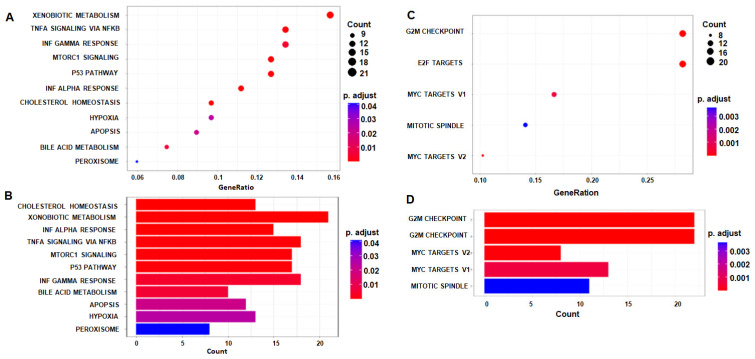
Top significantly enriched pathways after combined treatment with EGCG and resveratrol: (**A**) Dot-plot displays the top Reactome pathways enriched among genes with *p* ≤ 1 × 10^−16^, where the x-axis shows the GeneRatio (i.e., the fraction of input genes overlapping each pathway); each dot’s size corresponds to the number of overlapping genes (“Count”), and the dot color indicates enrichment significance as −log_10_(*p*-value) (darker red = more significant). (**B**) Re-plot of the same Reactome pathways as a horizontal bar chart: the x-axis represents the gene count per pathway, and bar color reflects −log_10_(*p*-value) (red → blue gradient, red = higher significance). (**C**) Dot-plot of the top hallmark gene sets (MSigDB “H”) enriched in the identical gene list using the same mapping of GeneRatio (x-axis), dot size (gene count), and dot color (−log_10_[*p*-value]) as in (**A**). (**D**) Represents those top hallmark sets as a horizontal bar-plot, with gene count on the x-axis and enrichment significance (−log_10_[*p*-value]) encoded by bar color.

**Figure 6:**
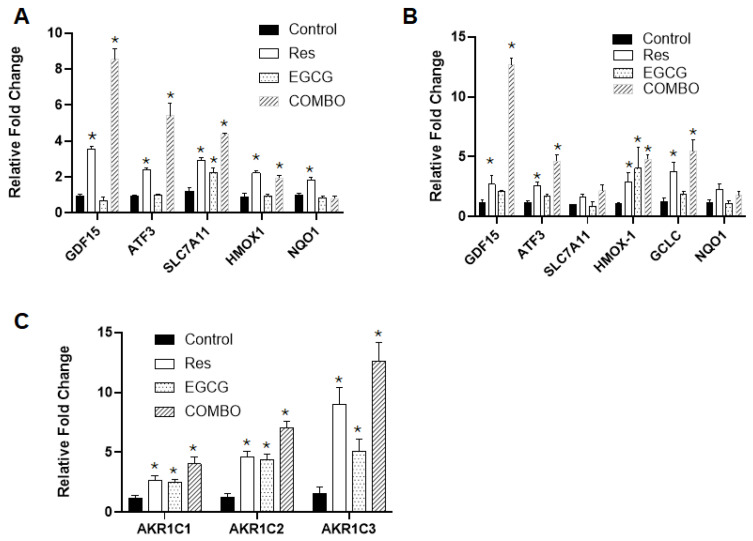
Expression of genes associated with xenobiotic metabolism and antioxidant defense: (**A**) 686Tu and (**B**) MSK cells were treated with 20 µM resveratrol, 40 µM EGCG and a combination of 20 µM resveratrol and 40 µM EGCG for 24 h. Total RNA was used for the expression of *GDF15*, *ATF3*, *SLC7A11*, *HMOX1*, *NQO1* and *GCLC* by qPCR. Error bars represent SD from triplicate treatments. (**C**) 686Tu cells were treated as above. Total RNA was used for the expression of *AKR1C1*, *AKR1C2* and *AKR1C3*. * indicates statistically significant difference (*p* < 0.05). *n* = 3 for all genes.

**Figure 7:**
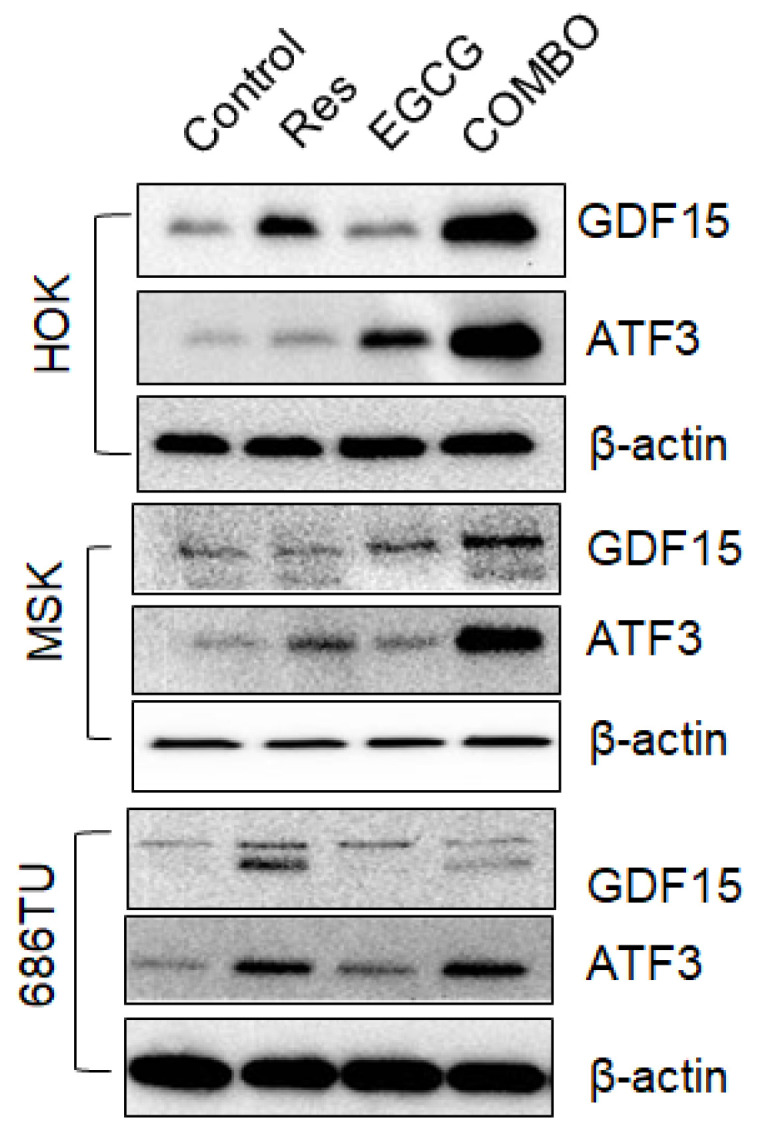
Expression of ATF3 and GDF 15 proteins: HOK, MSK and 686Tu cells were treated with 20 µM resveratrol, 40 µM EGCG and a combination of 20 µM resveratrol and 40 µM EGCG for 24 h. Whole-cell lysates were used for the expression of GDF15 and ATF3 proteins by Western blotting. The uncropped bolts are shown in Supplementary Materials.

**Table 1:** Primer sequences used for RT-qPCR.

Gene	Forward	Reverse
*GAPDH*	5′-TGCACCACCAACTGCTTA-3′	5′-GGATGCAGGGATGATGTTC-3′
*GDF15*	5′-GTCCGGATACTCACGCCAG-3′	5′-TCACGTCCCACGACCTTGAC-3′
*ATF3*	5′-GTTTGAGGATTTTGCTAACCTGAC-3′	5′-AGCTGCAATCTTATTTCTTTCTCGT-3′
*SLC7A11*	5′-GGCTCCATGAACGGTGGTGTG-3′	5′-GCTGGTAGAGGAGTGTGCTTGC-3′
*HMOX1*	5′ ATTTCAGAAGGGCCAGGTGA 3′	5′ GGAAGTAGACAGGGGCGAAGA 3′
*NQO1*	5′-GTCATTCTCTGGCCAATTCAGAGT-3′	5′-TTCCAGGATTTGAATTCGGG-3′
*GCLC*	5′-GGCGATGAGGTGGAATACAT-3′	5′-GTCCTTTCCCCCTTCTCTTG-3′
*AKR1C1*	5′-GTAAAGCTTTAGAGGCCAC-3′	5′-GAGGTCAACATAATCCAATTG-3′
*AKR1C2*	5′-AACCAGGCCAGTGACAGAAA-3′	5′-AGCAGCCTGTGGTTGAAGTT-3′
*AKR1C3*	5′-CCAATGTCTCTAAAGCCAGG-3′	5′-TAGACATCAGGCAAAGCCCT-3′

**Table 2:** Numbers of significantly (*p*  <  0.05) up- and downregulated DEGs with 1.5- and 2.0-fold cut-offs.

Treatment	1.5-Fold			2-Fold		
	Total	Up	Down	Total	Up	Down
EGCG	9	3	6	3	0	3
Resveratrol	445	280	165	68	53	15
Combination	639	358	281	119	83	36

**Table 3:** Top 10 significantly (*p* < 0.05) upregulated genes based on fold change.

Rank	Resveratrol		EGCG		Combination	
	Gene	Fold	Gene	Fold	Gene	Fold
1	*AKR1C2*	5.2	*BNIP3*	1.8	*GDF15*	6.8
2	*GDF15*	4.7	*SAA1*	1.7	*LAMP3*	5.8
3	*AKR1C1*	4.7	*P4HA1*	1.3	*AKR1C2*	5.1
4	*LAMP3*	4.6	*BNIP3L*	1.3	*AKR1C1*	4.6
5	*AKR1C3*	3.7	*ARRDC4*	1.3	*CXCL8*	3.8
6	*S100P*	3.4	*RILP*	1.3	*AKR1C3*	3.7
7	*NMRAL2P*	3	*NDRG1*	1.3	*LURAP1L*	3.6
F	*INHBE*	2.7	*DCAKD*	1.3	*ATF3*	3.5
9	*TMEM125*	2.7	*MOB3A*	1.3	*SAA1*	3.3
10	*GCLV*	2.7	*SELENOO*	1.3	*ACSS2*	3.2

**Table 4:** Top 10 significantly (*p* < 0.05) downregulated genes based on fold change.

Rank	Resveratrol		EGCG		Combination	
	Gene	Fold	Gene	Fold	Gene	Fold
1	*CYP1B1*	−6.4	*SELENOW*	−3.0	*CYP1B1*	−6.9
2	*ALDH1A3*	−4.9	*CGB5*	−2.7	*SPRR4*	−5.1
3	*SPRR4*	−2.9	*CGB8*	−2.2	*ALDH1A3*	−4.9
4	*IL1β*	−2.8	*SELENOH*	−1.6	*SELENOW*	−3.2
5	*H19*	−2.5	*KRT81*	−1.6	*SPRR2G*	−3.0
6	*ALPP*	−2.4	*GPX1*	−1.5	*ALPP*	−3.0
7	*NRG1*	−2.4	*CYPA1*	−1.4	*CRCT1*	−3.0
8	*FAM83C*	−2.4	*ALDH1A3*	−1.4	*LCE3D*	−2.9
9	*ADATS1*	−2.4	*HOXC13-AS*	−1.4	*H19*	−2.8
10	*GAL*	−2.3	*ID3*	−1.4	*HIST1H4J*	−2.8

## Data Availability

The data supporting the findings of this study are available from the corresponding author upon reasonable request. Raw and processed sequencing data were deposited in the Gene Expression Omnibus (GEO) on 19 August 2025, maintained by the National Center for Biotechnology Information at the National Library of Medicine, and are available via accession number GSE305867.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers18071098/s1, Figure S1: Schema for chemoprevention study; Figure S2: Three H&E stained mice tongues from each group. File S1: Upregulated Pathways; File S2: Downregulated pathways.

## Abbreviations

The following abbreviations are used in this manuscript:

SCCHN	Squamous cell carcinoma of head and neck
GDF15	Growth differentiation factor 15
ATF3	Activation transcription factor 3
HPV	Human papillomavirus
EGCG	Epigallocatechin gallate
GTE	Green tea extract
HOK	Human oral keratinocytes
IHC	Immunohistochemistry
FFPE	Formalin-fixed, paraffin-embedded
DAB	3,3 diaminobenzidine
DEG	Differentially expressed gene
4-NQO	4-nitro quinoline oxide
SLC7A11	Solute Carrier Family 7 Member 11
HMOX1	Heme Oxygenase-1
NQO1	NAD(P)H Quinone Dehydrogenase 1
AKR1C	Aldo-Keto Reductase Family 1 Member C

# Supplementary material for: Chemoprevention of 4-NQO-Induced Oral Cancer by the Combination of Resveratrol and EGCG: In Vivo, In Silico and In Vitro Studies
**Source:** Cancers (Basel). 2026 Mar 28;18(7):1098. doi: 10.3390/cancers18071098
**Supplement:** Supplementary file 1

## Slide 1
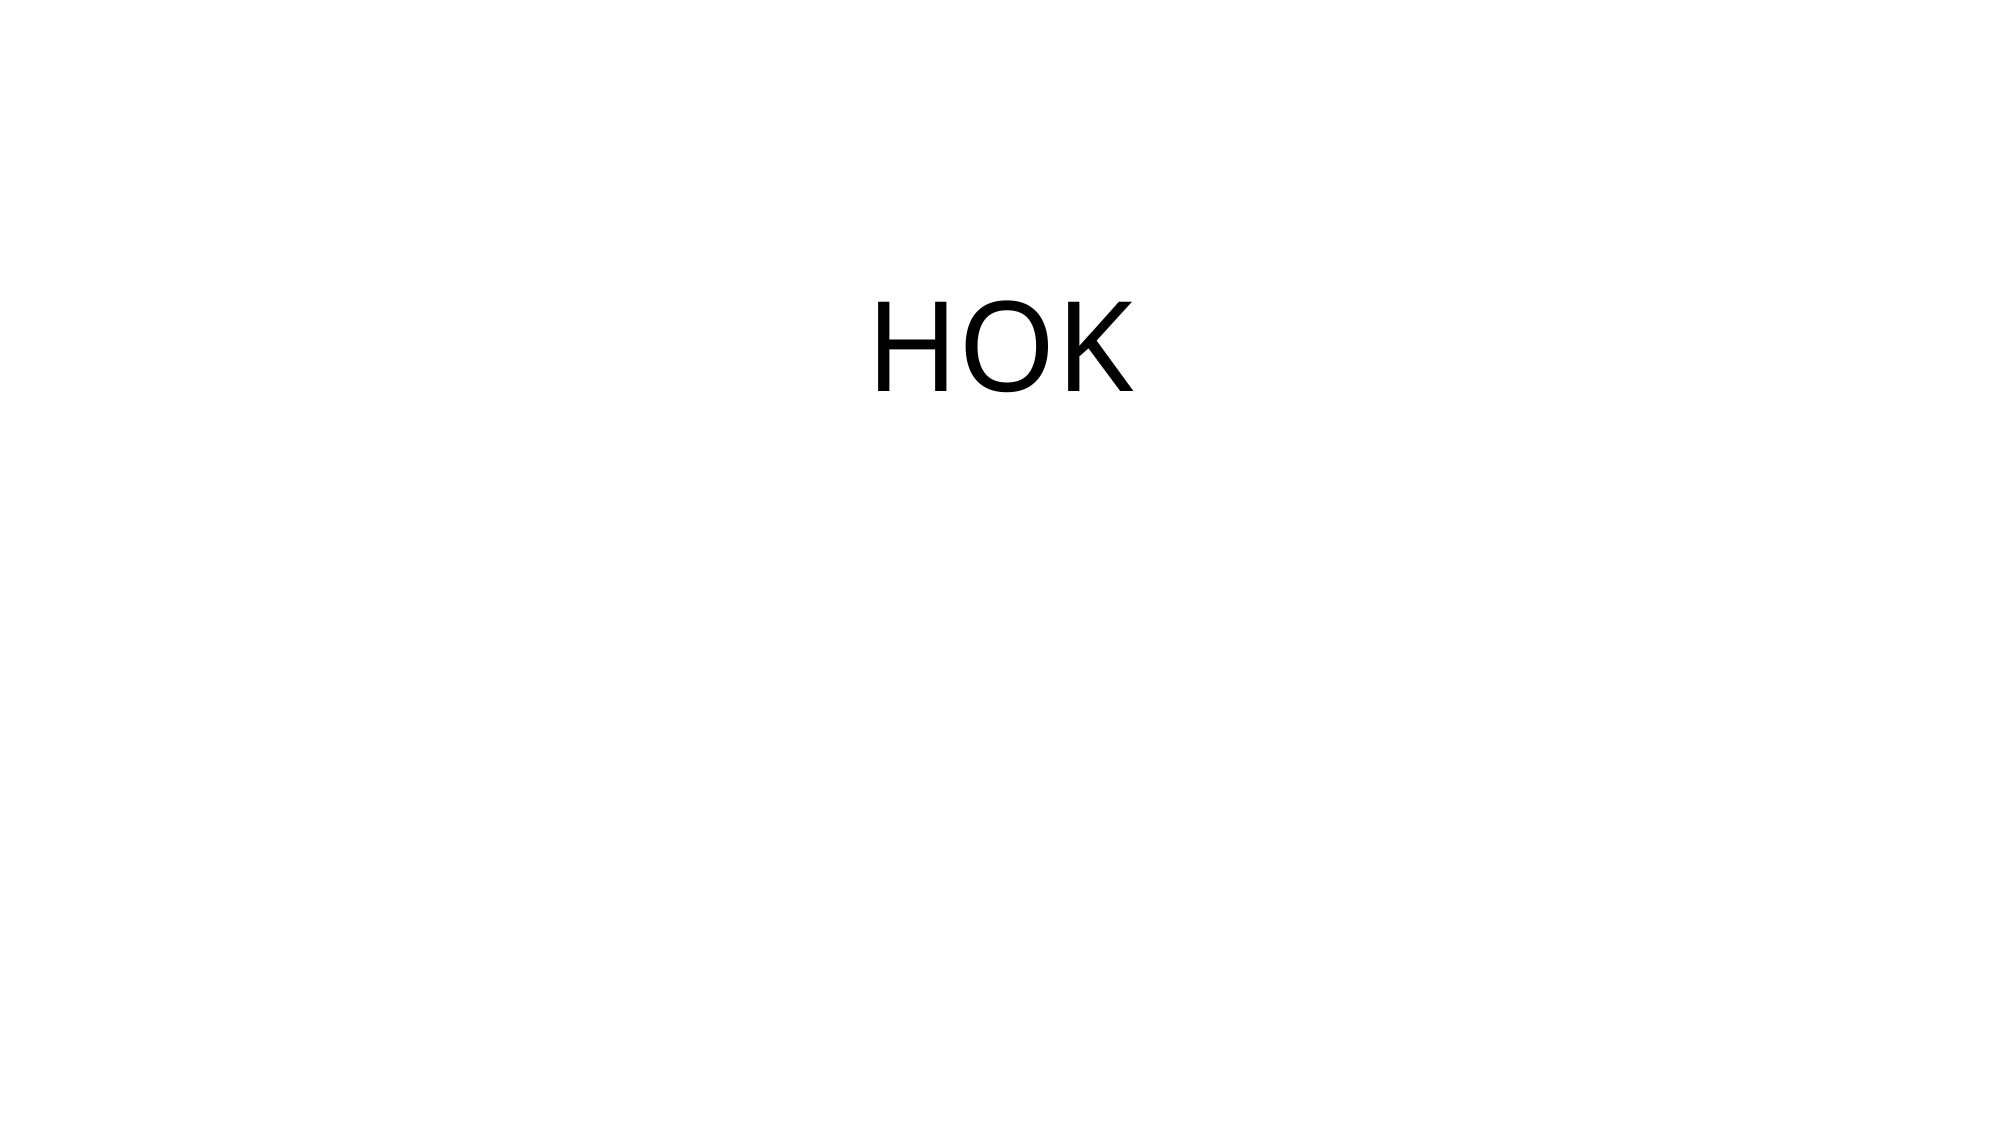

# HOK

## Slide 2
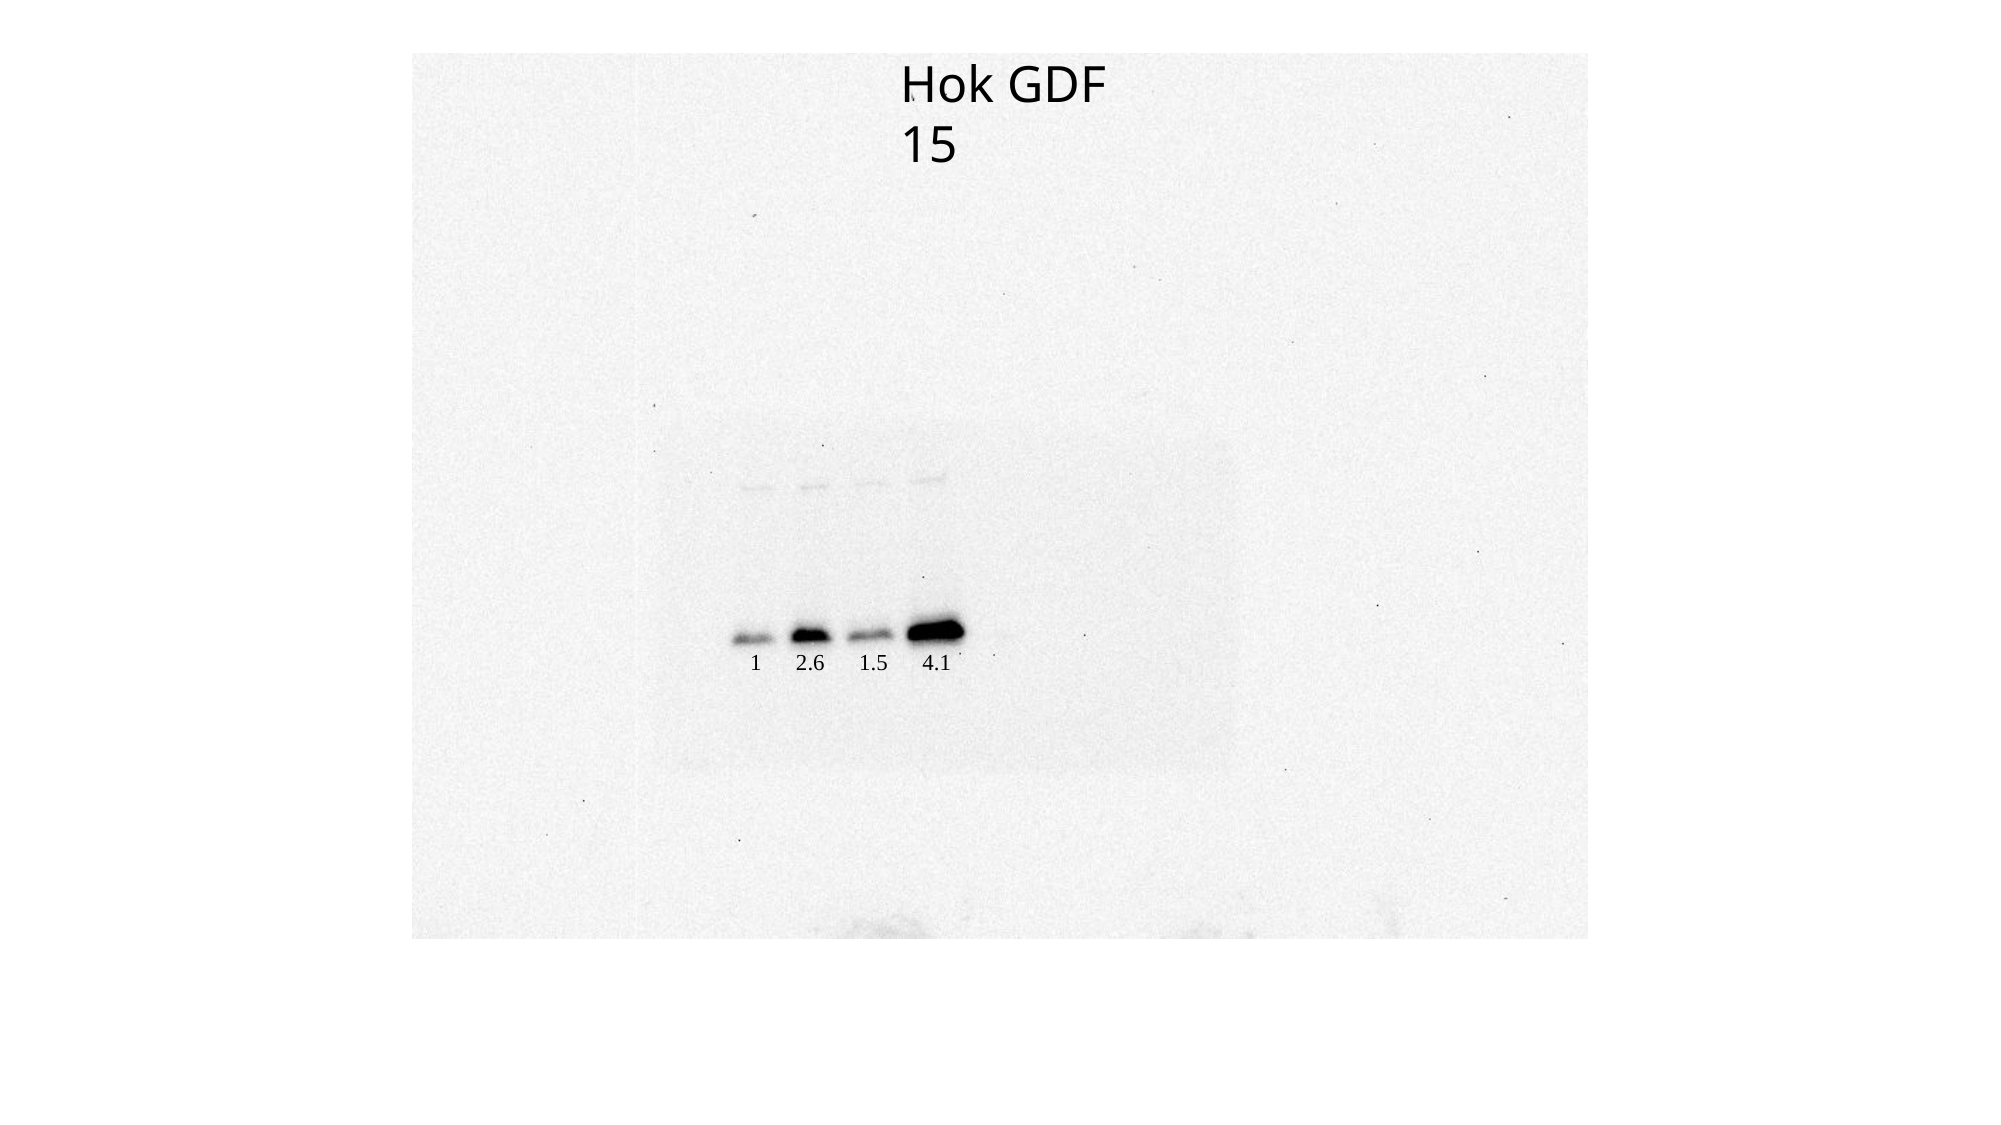

Hok GDF 15
1 2.6 1.5 4.1

## Slide 3
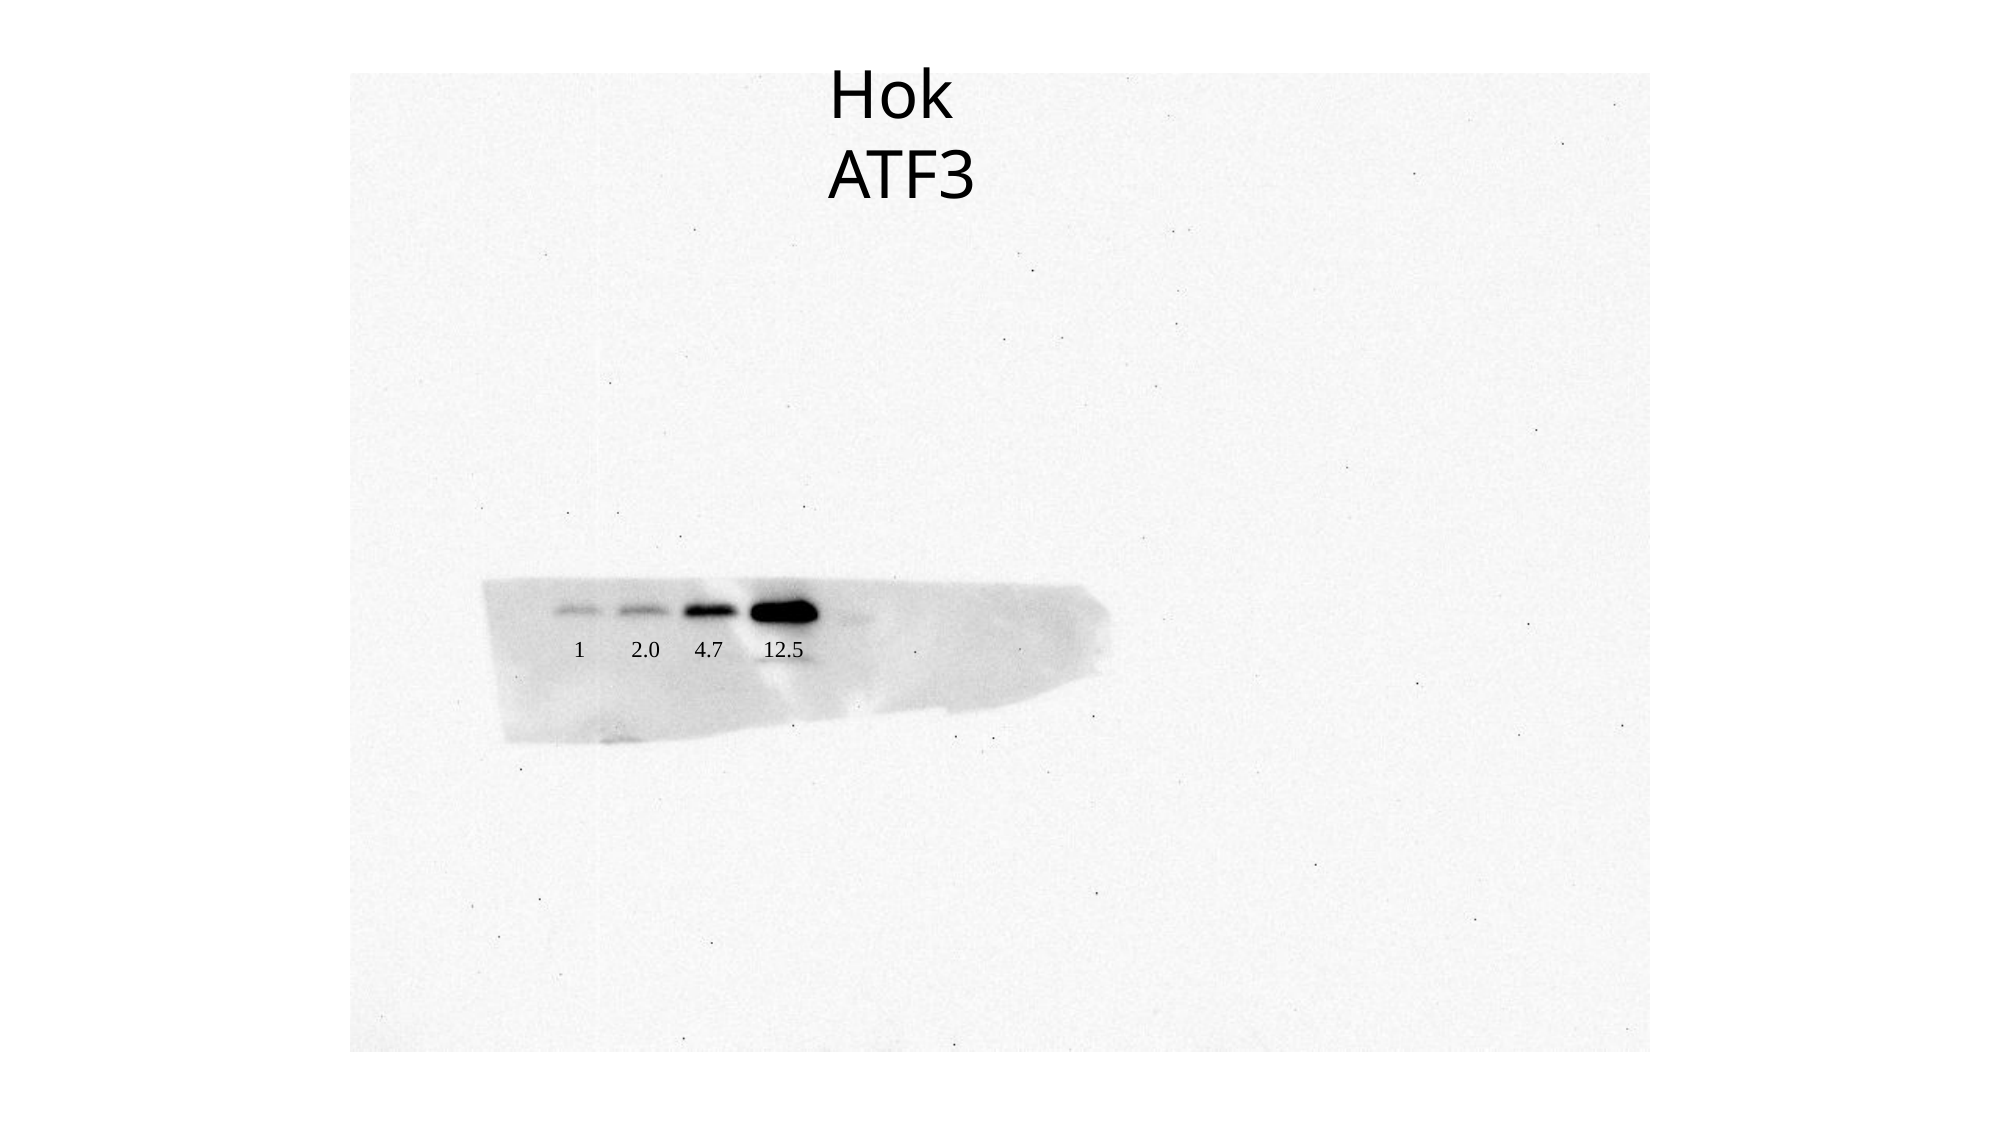

Hok ATF3
1 2.0 4.7 12.5

## Slide 4
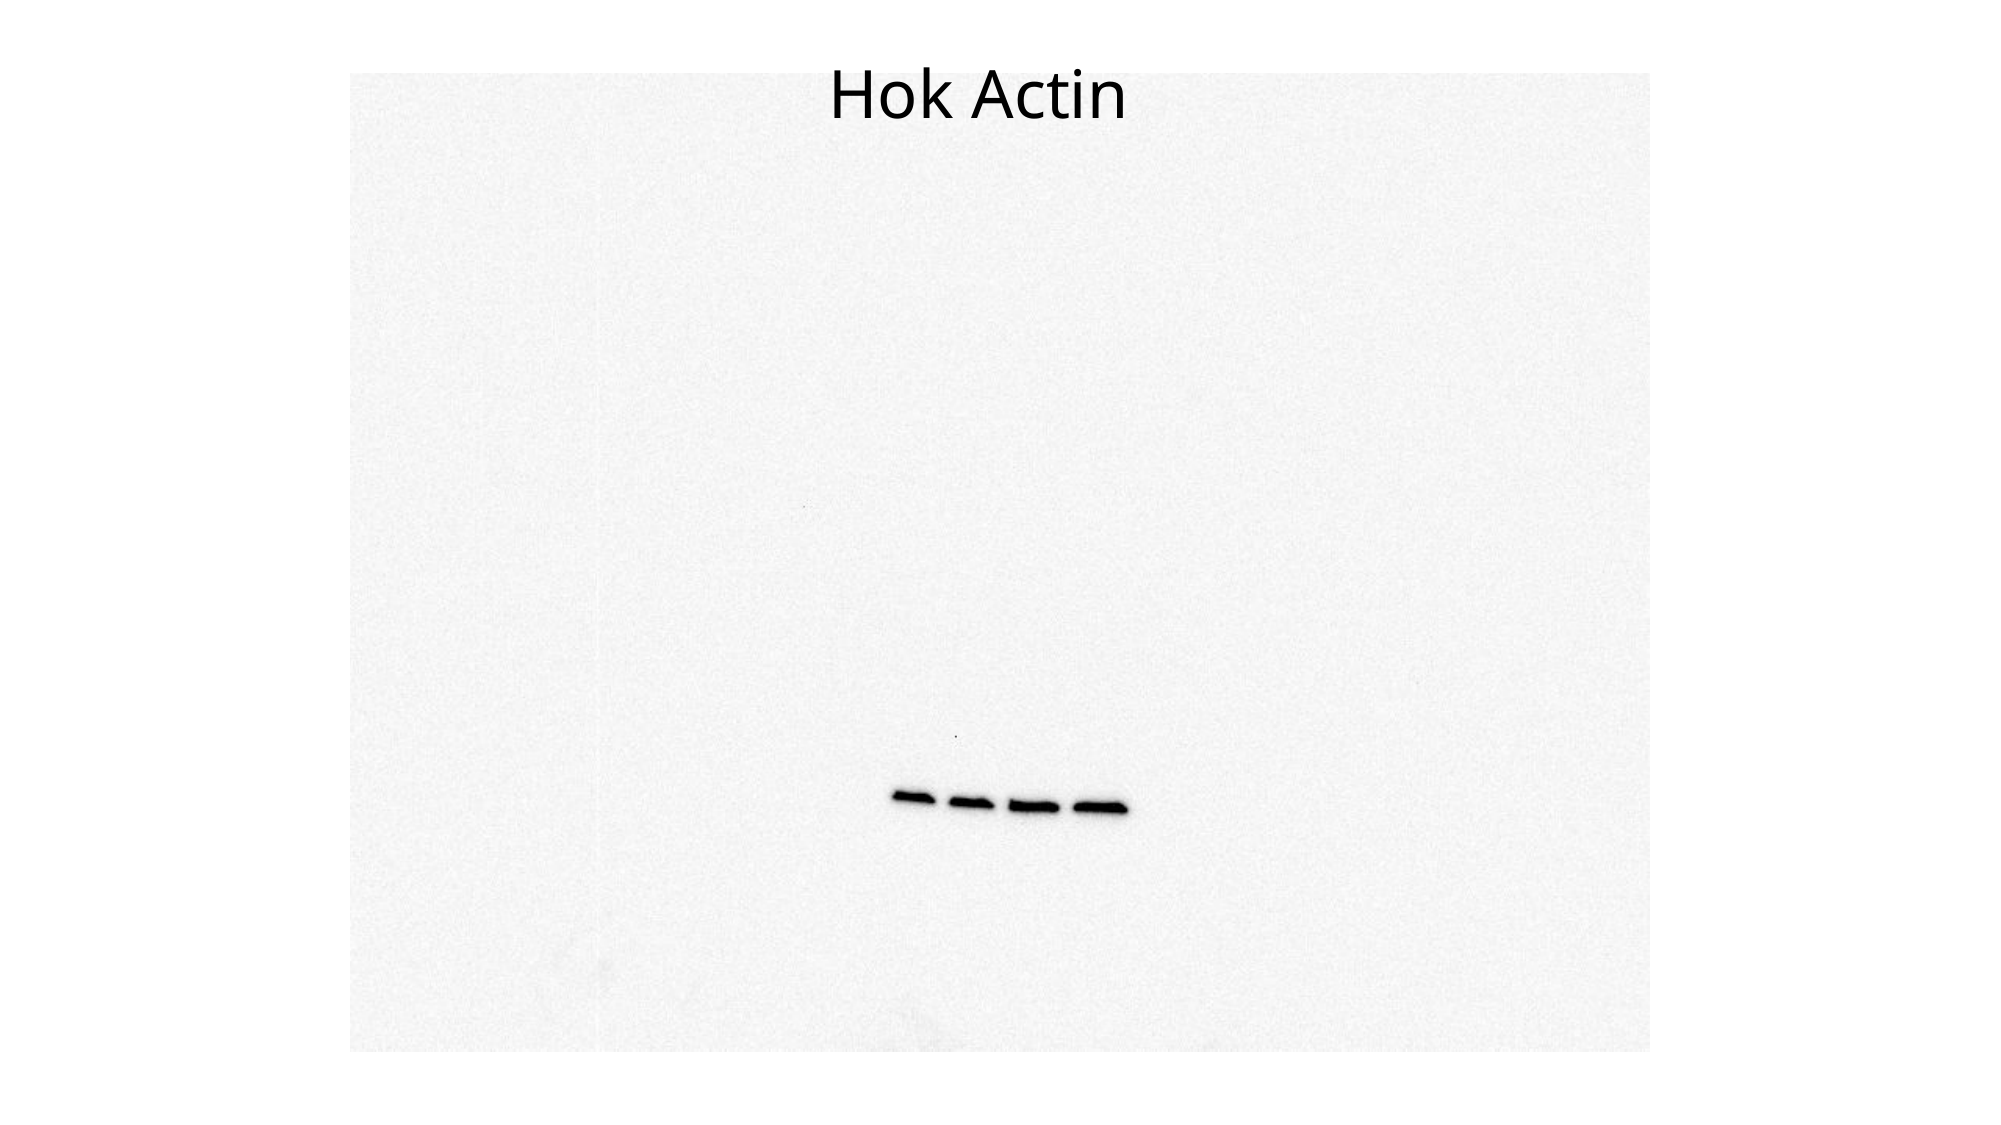

Hok Actin

## Slide 5
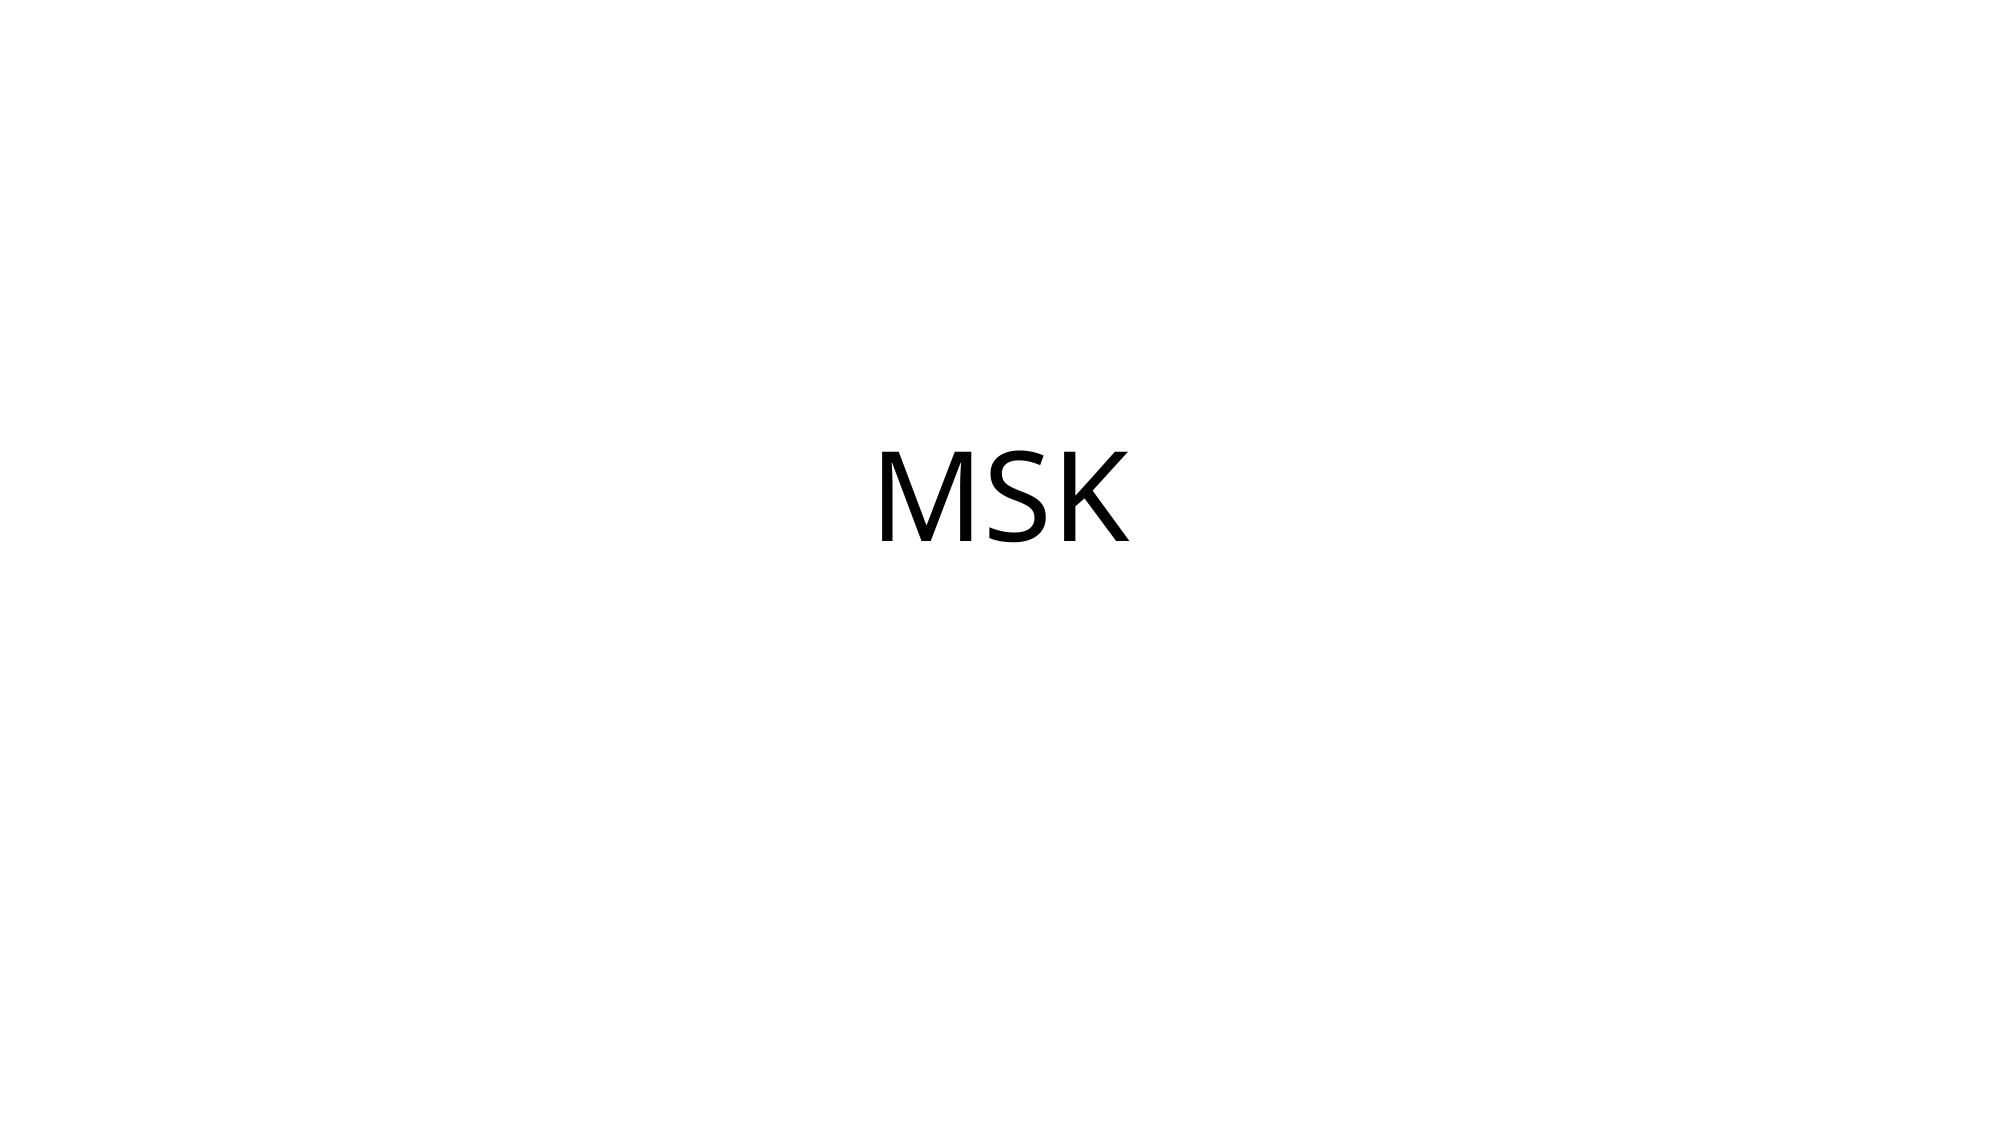

# MSK

## Slide 6
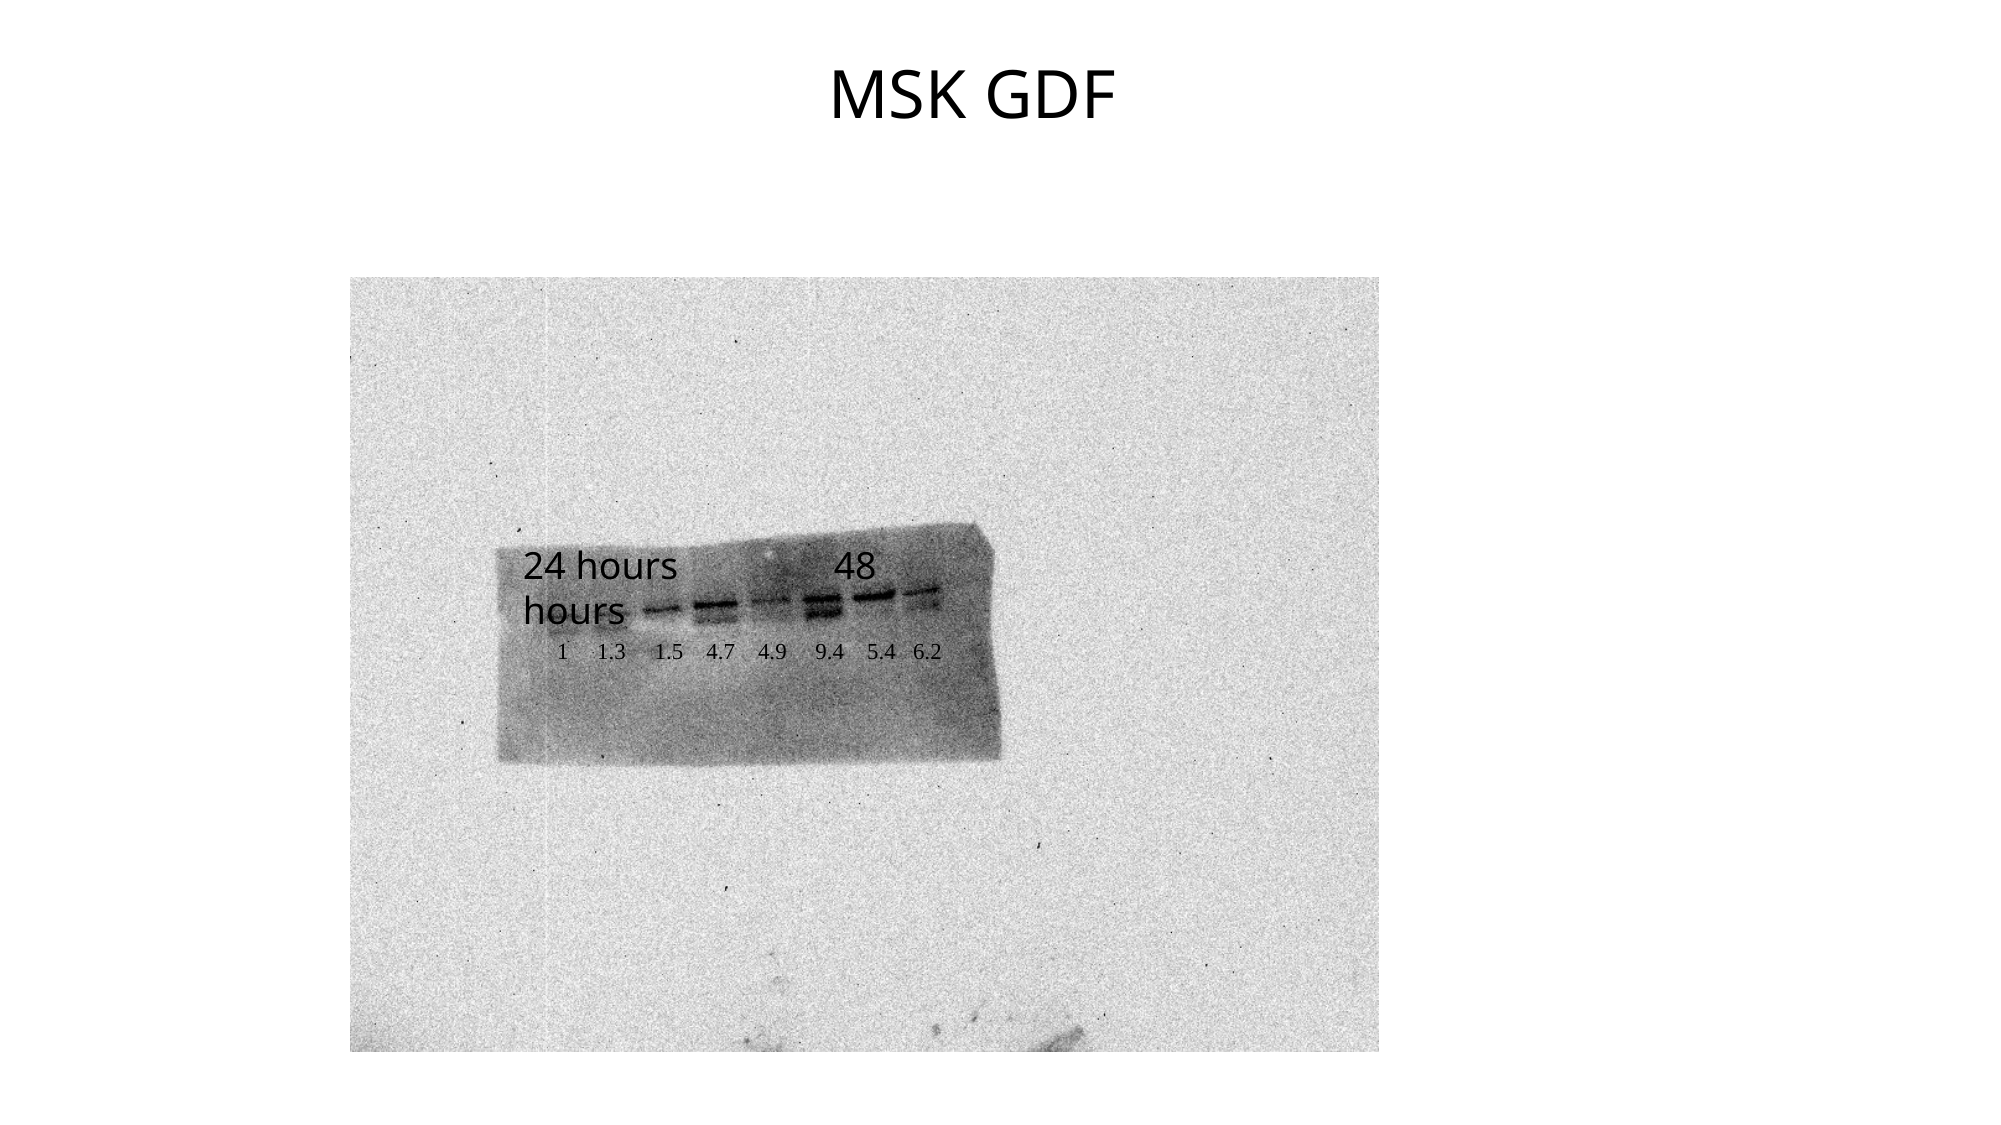

MSK GDF
24 hours 48 hours
1 1.3 1.5 4.7 4.9 9.4 5.4 6.2

## Slide 7
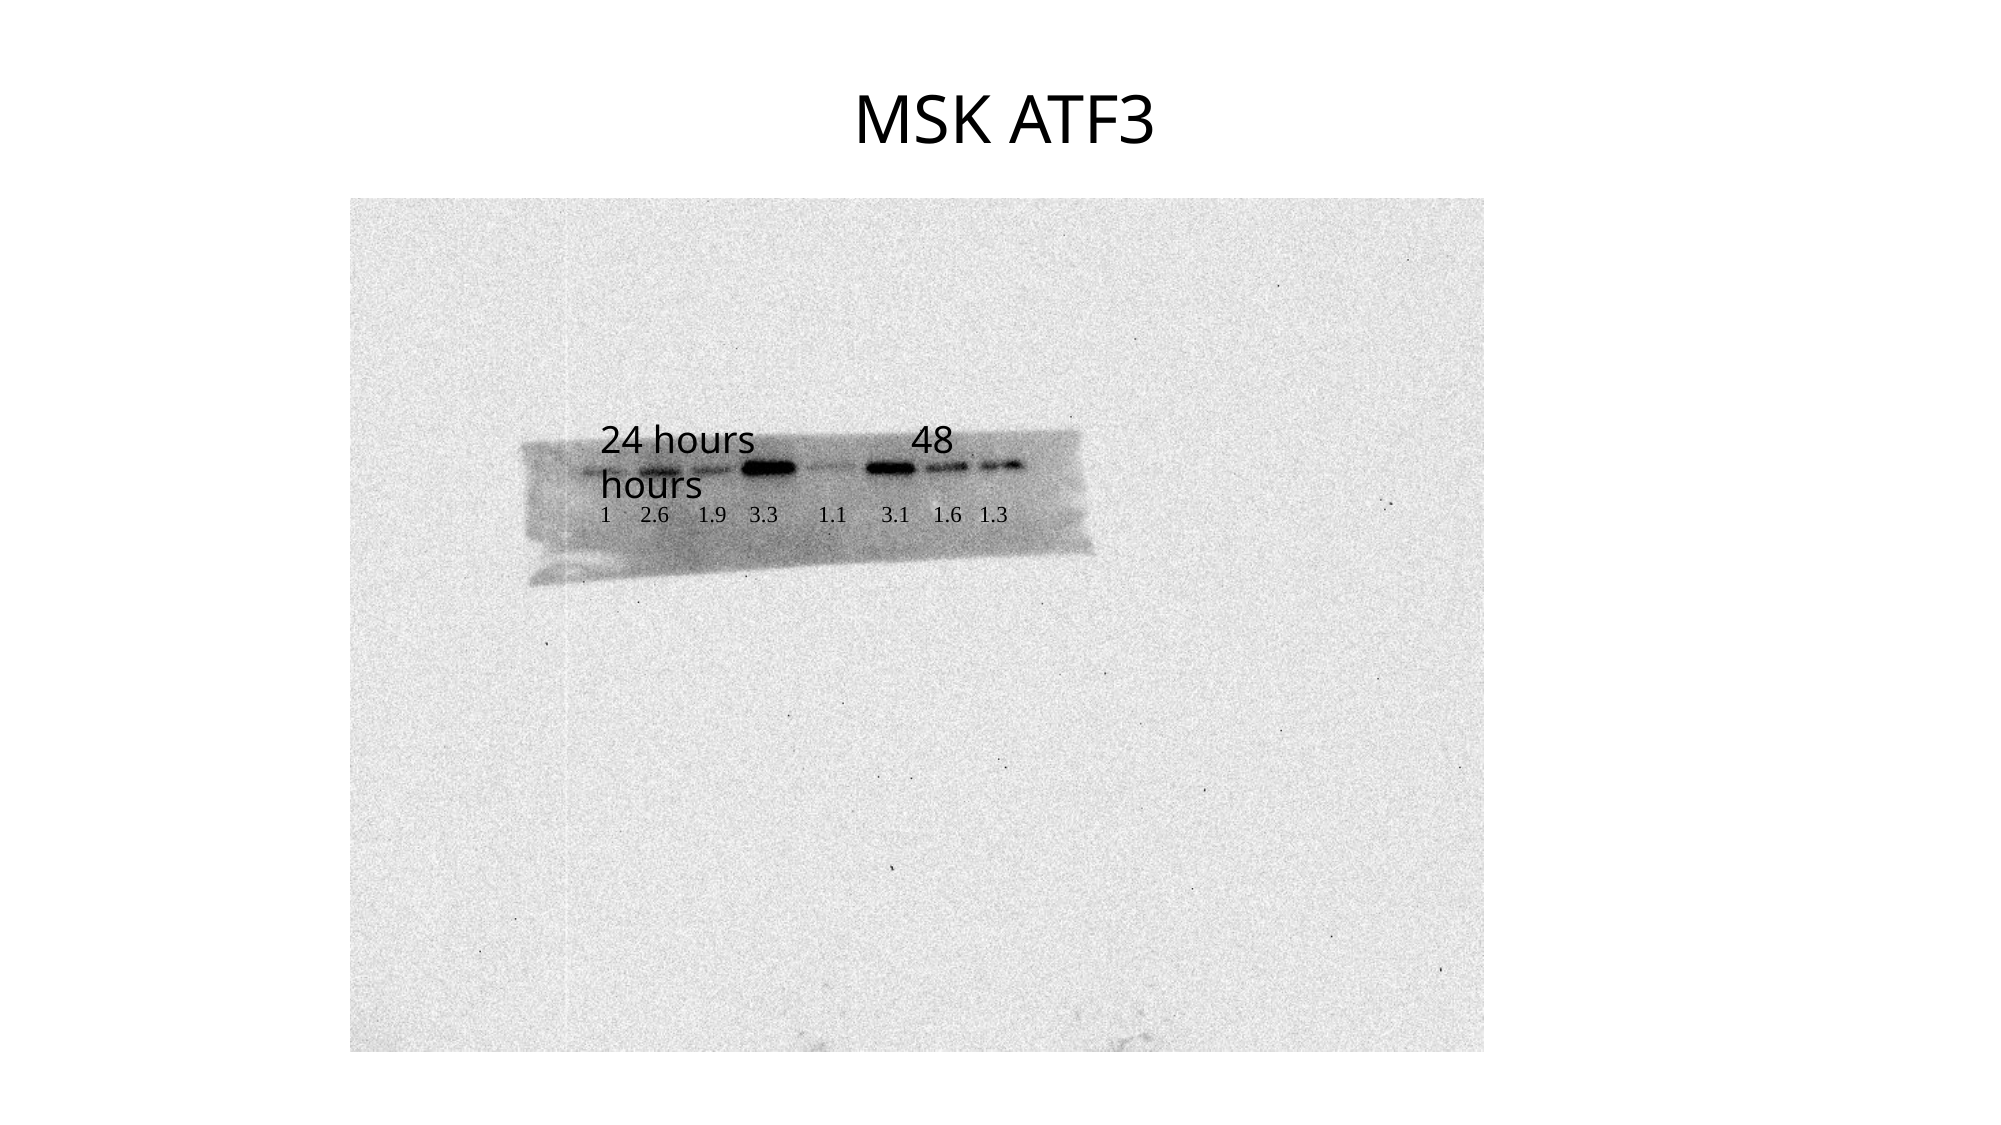

MSK ATF3
24 hours 48 hours
1 2.6 1.9 3.3 1.1 3.1 1.6 1.3

## Slide 8
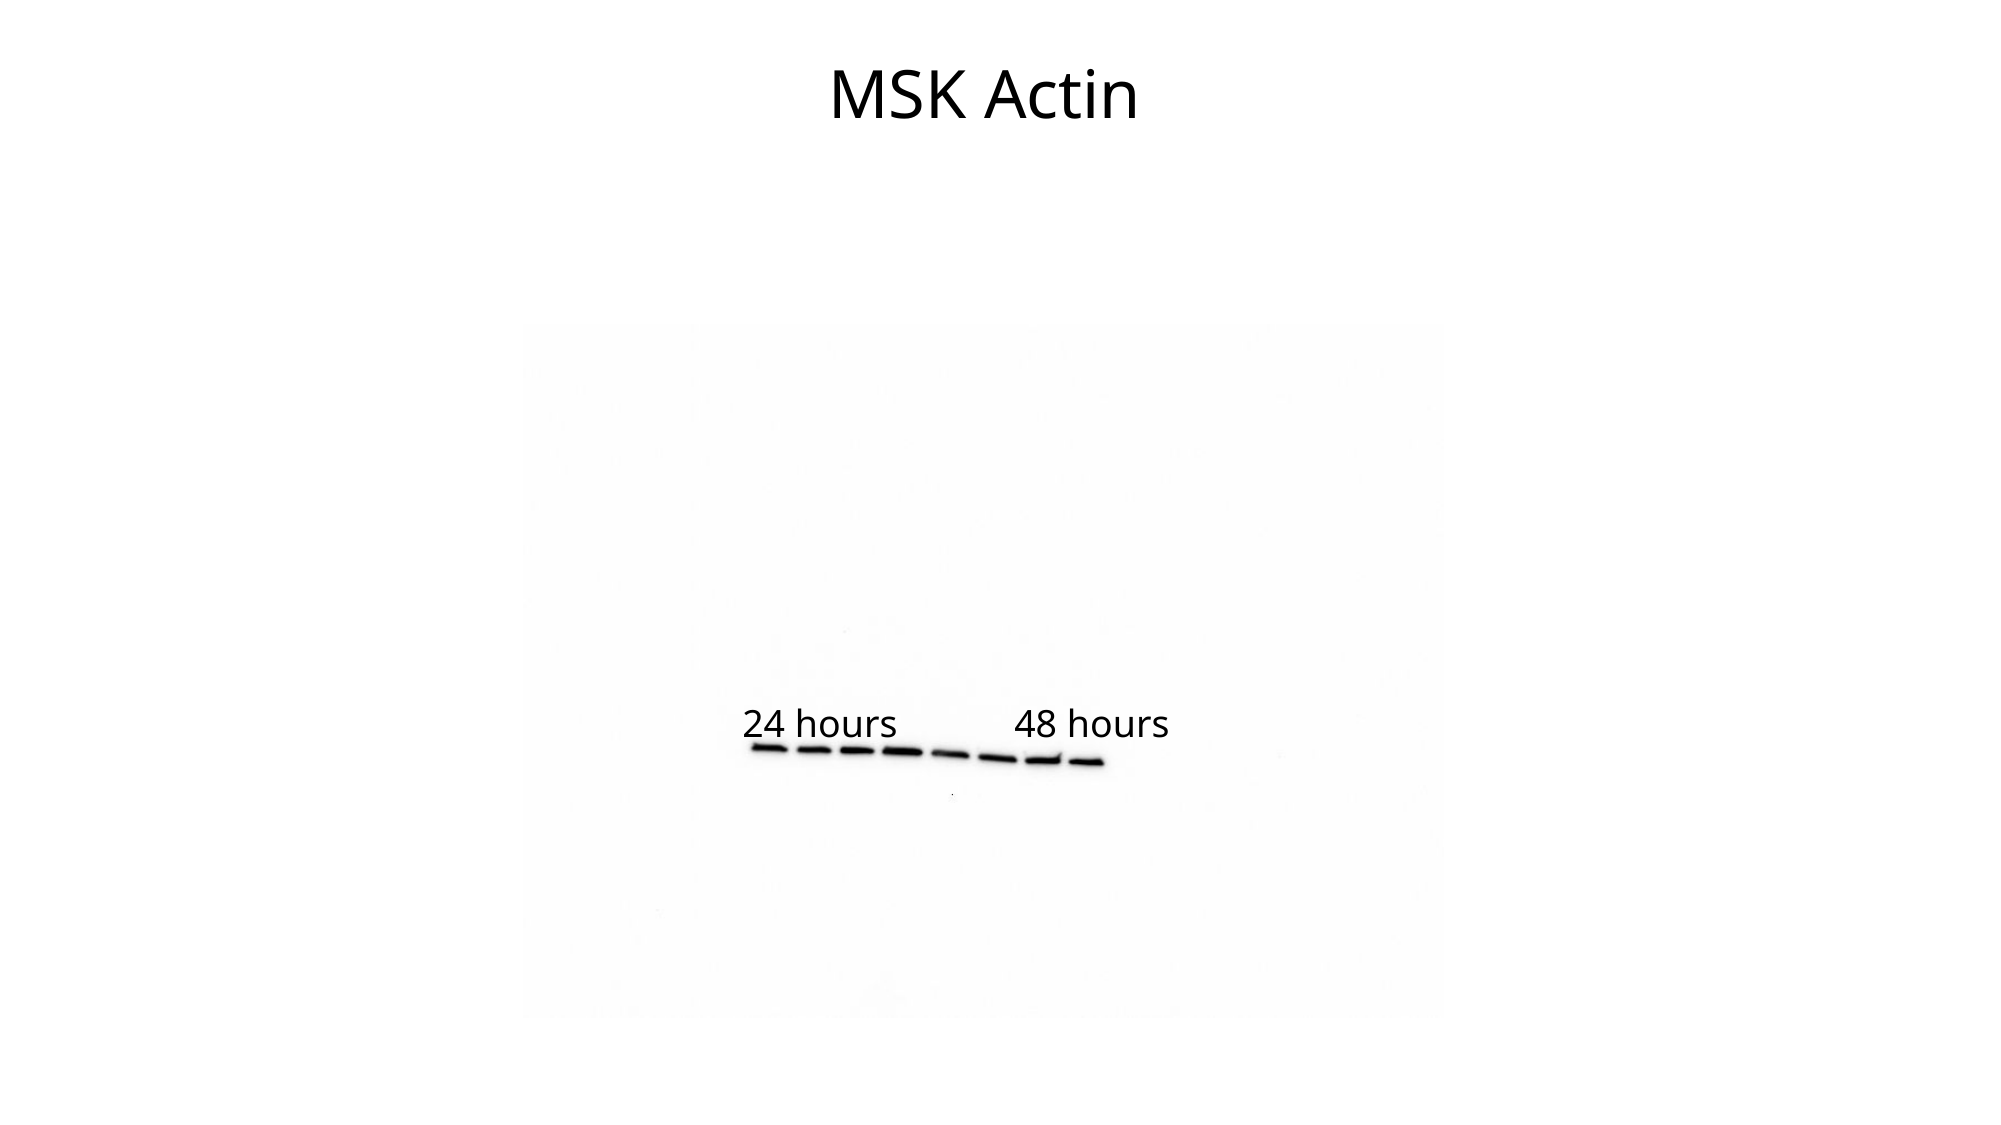

MSK Actin
24 hours 48 hours

## Slide 9
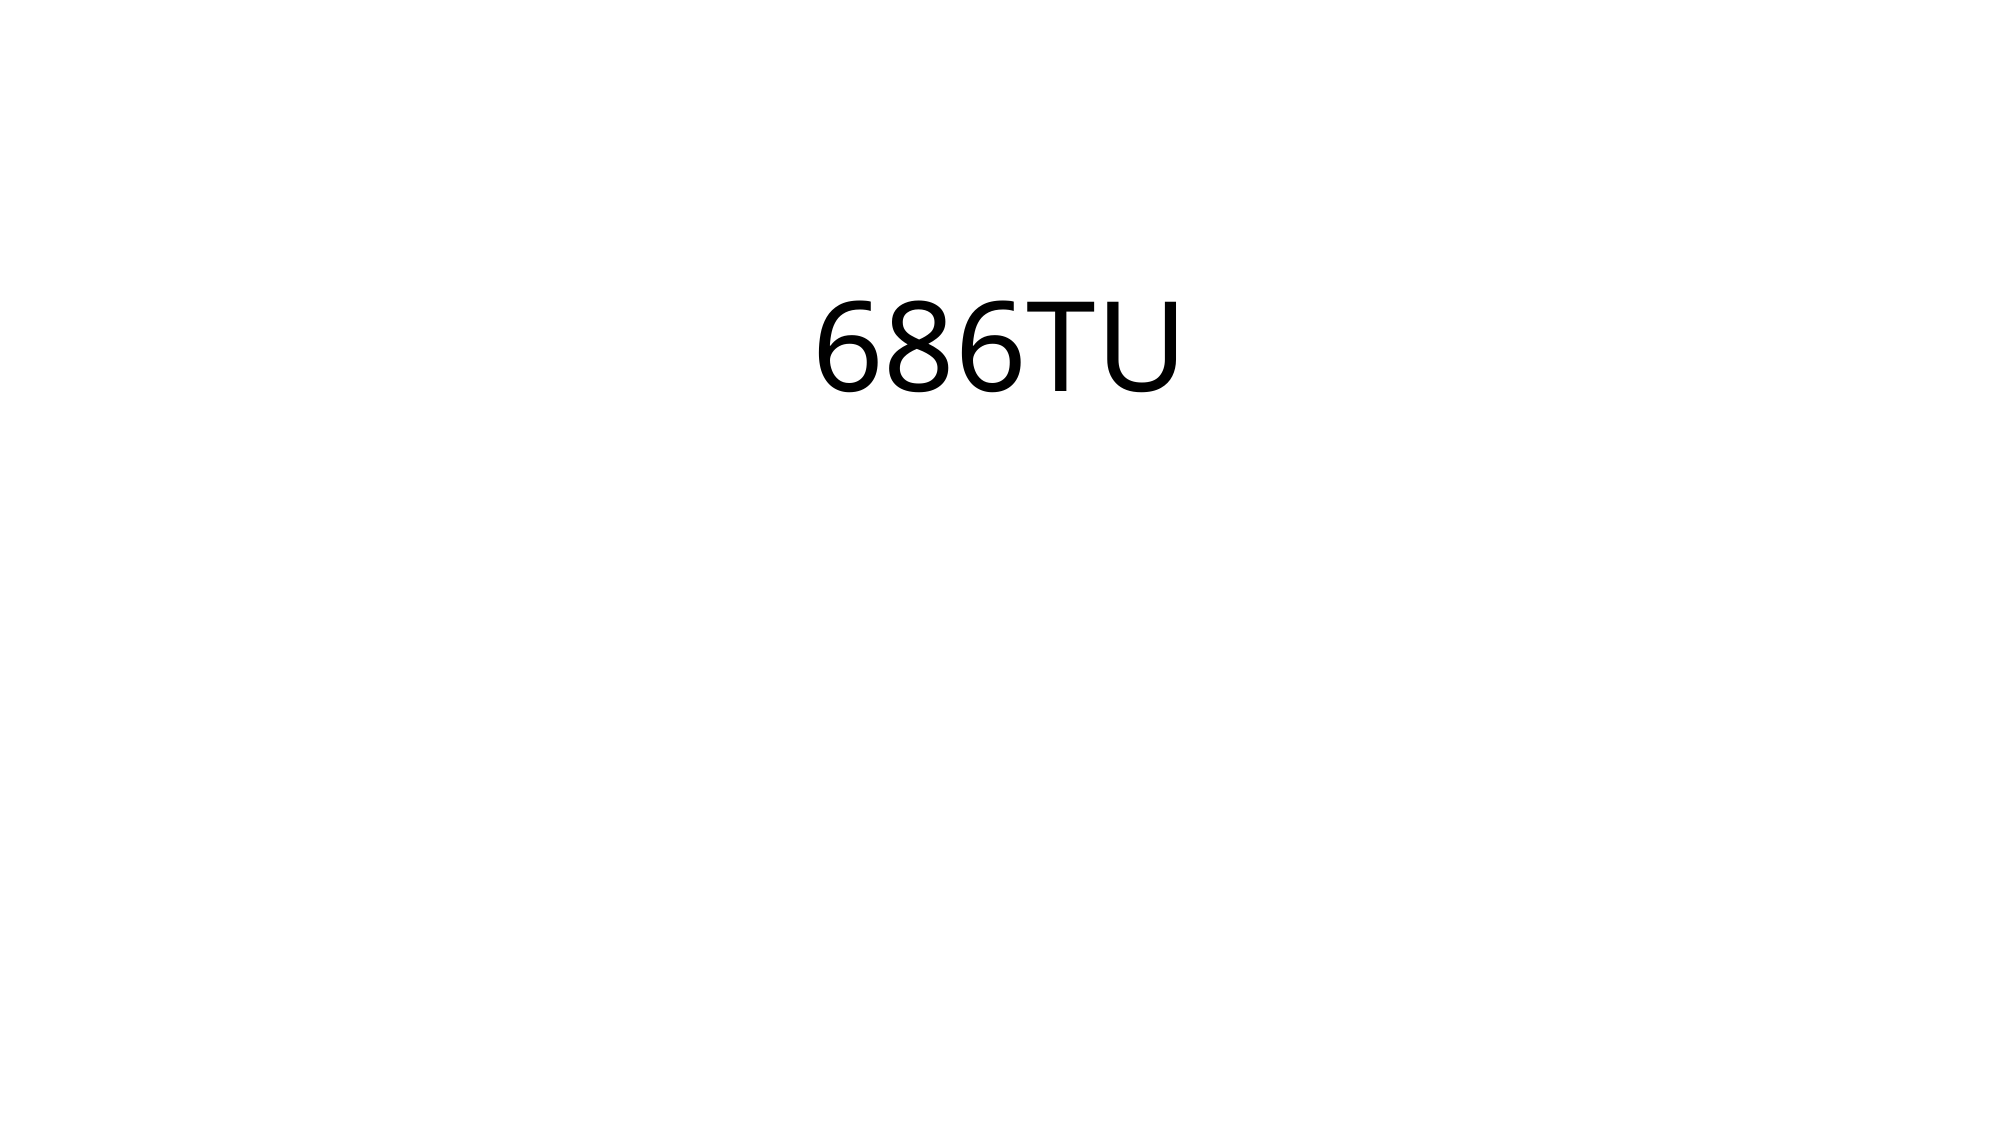

# 686TU

## Slide 10
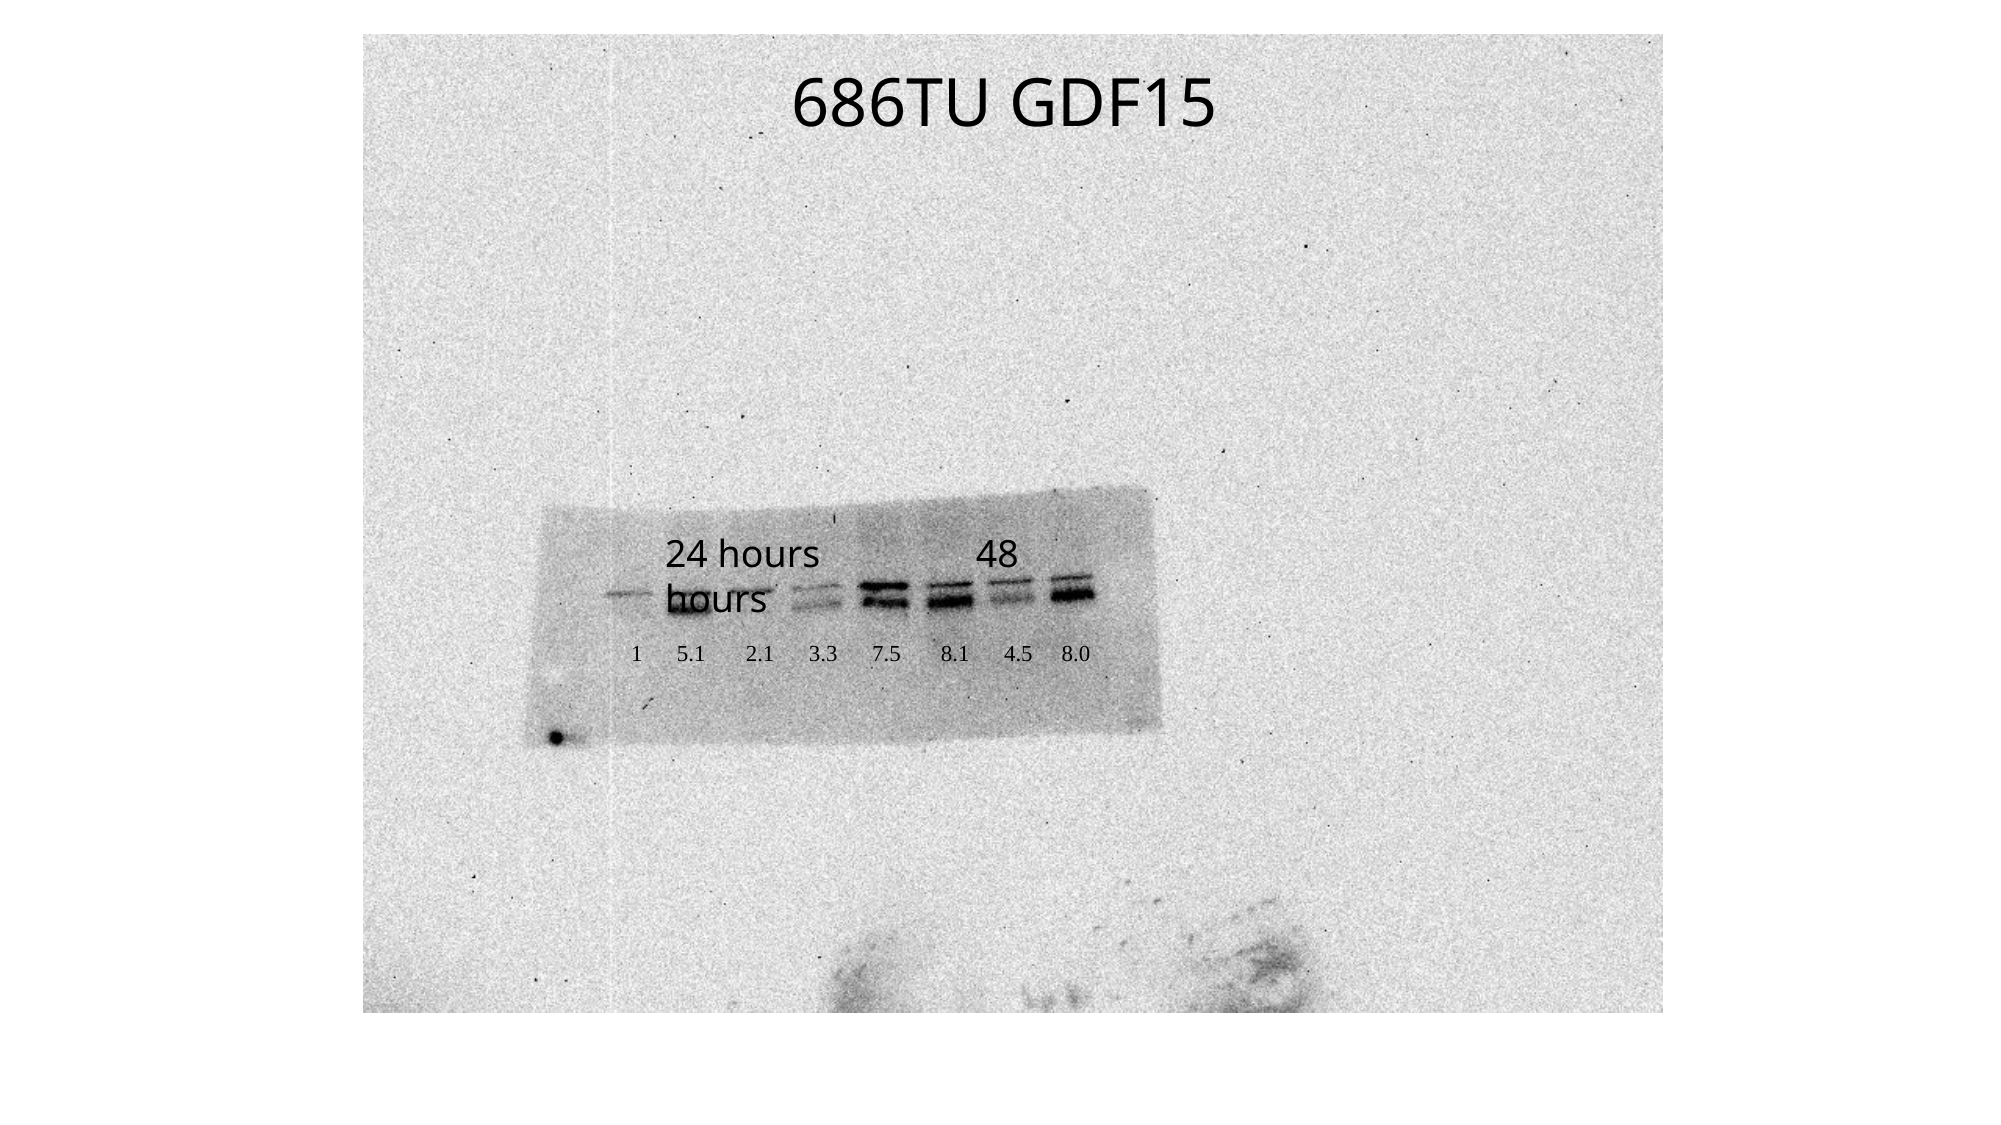

686TU GDF15
24 hours 48 hours
1 5.1 2.1 3.3 7.5 8.1 4.5 8.0

## Slide 11
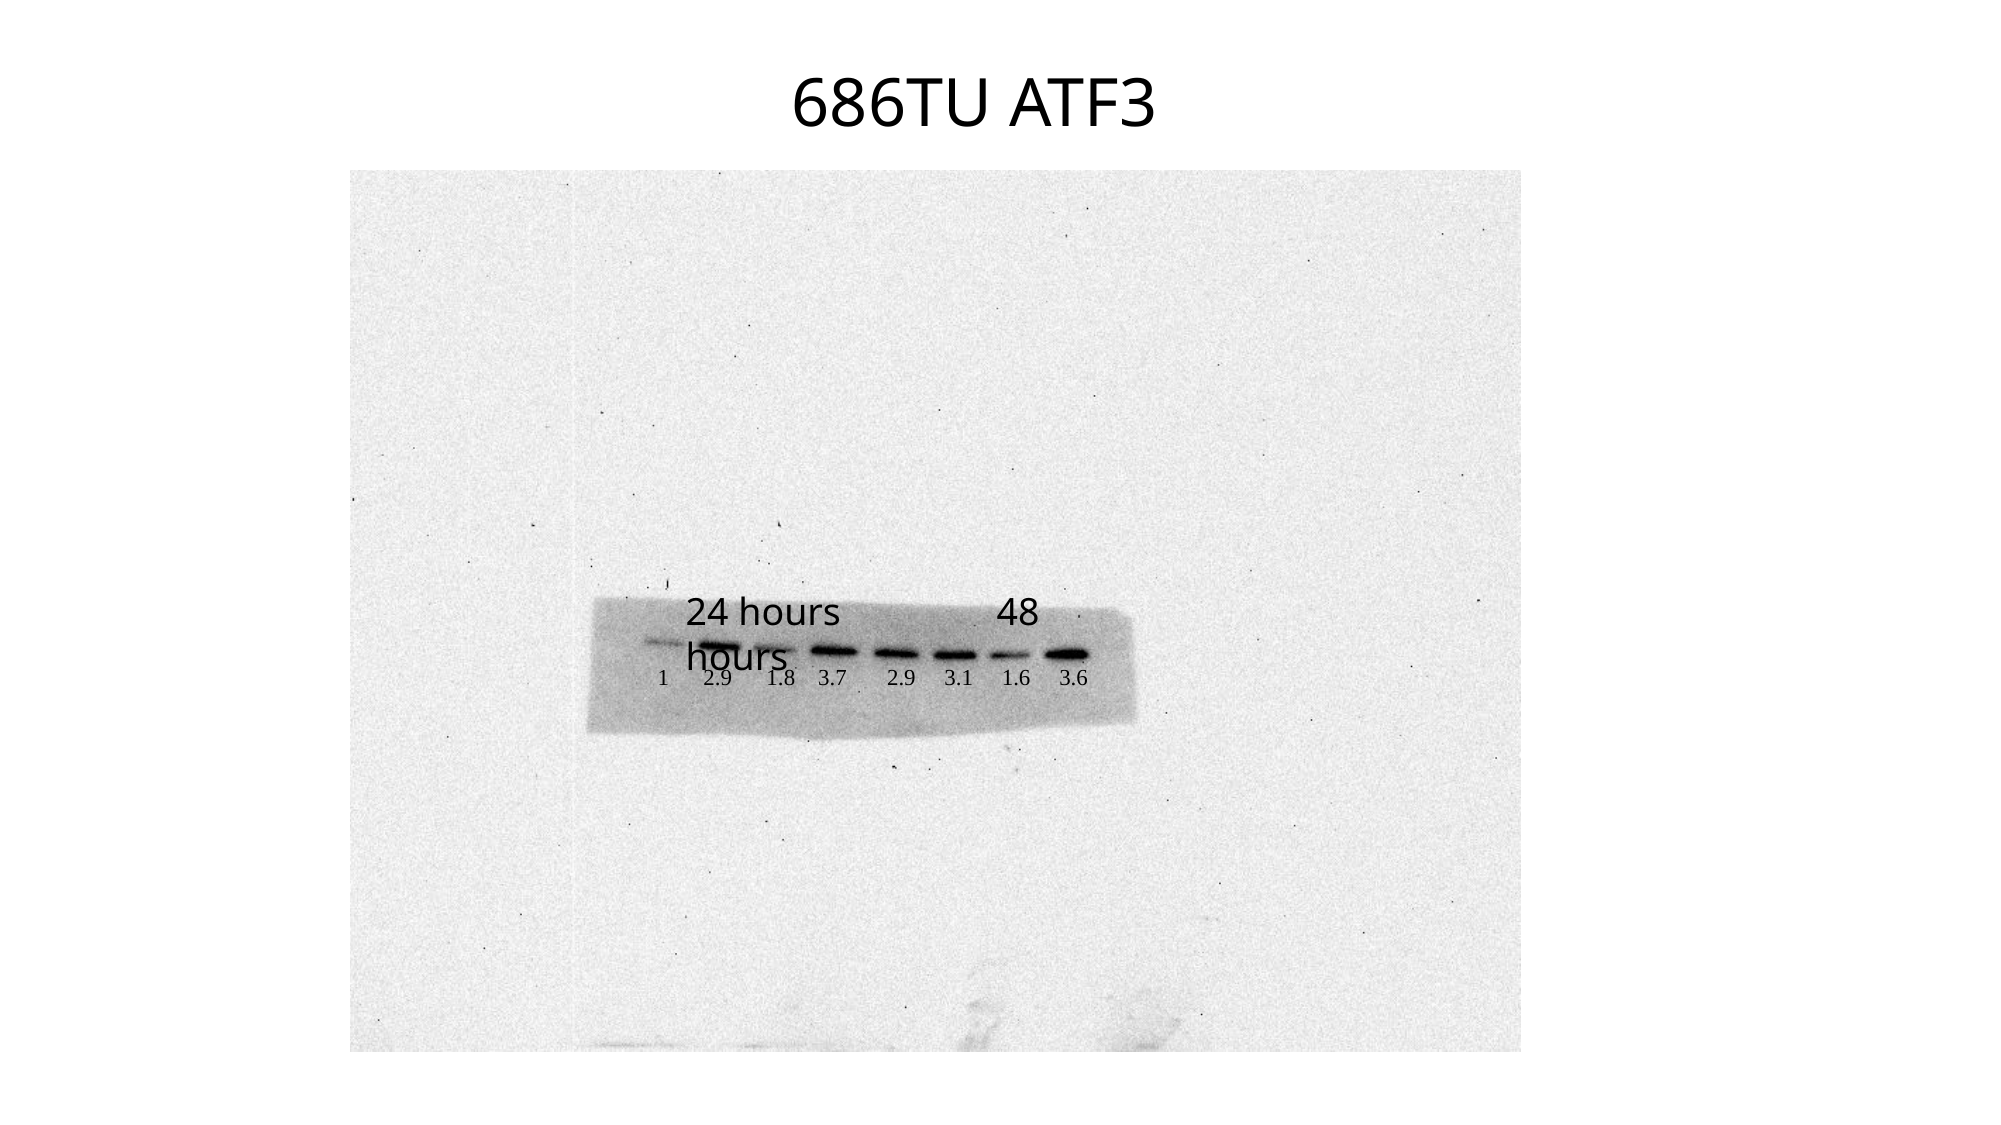

686TU ATF3
24 hours 48 hours
 1 2.9 1.8 3.7 2.9 3.1 1.6 3.6

## Slide 12
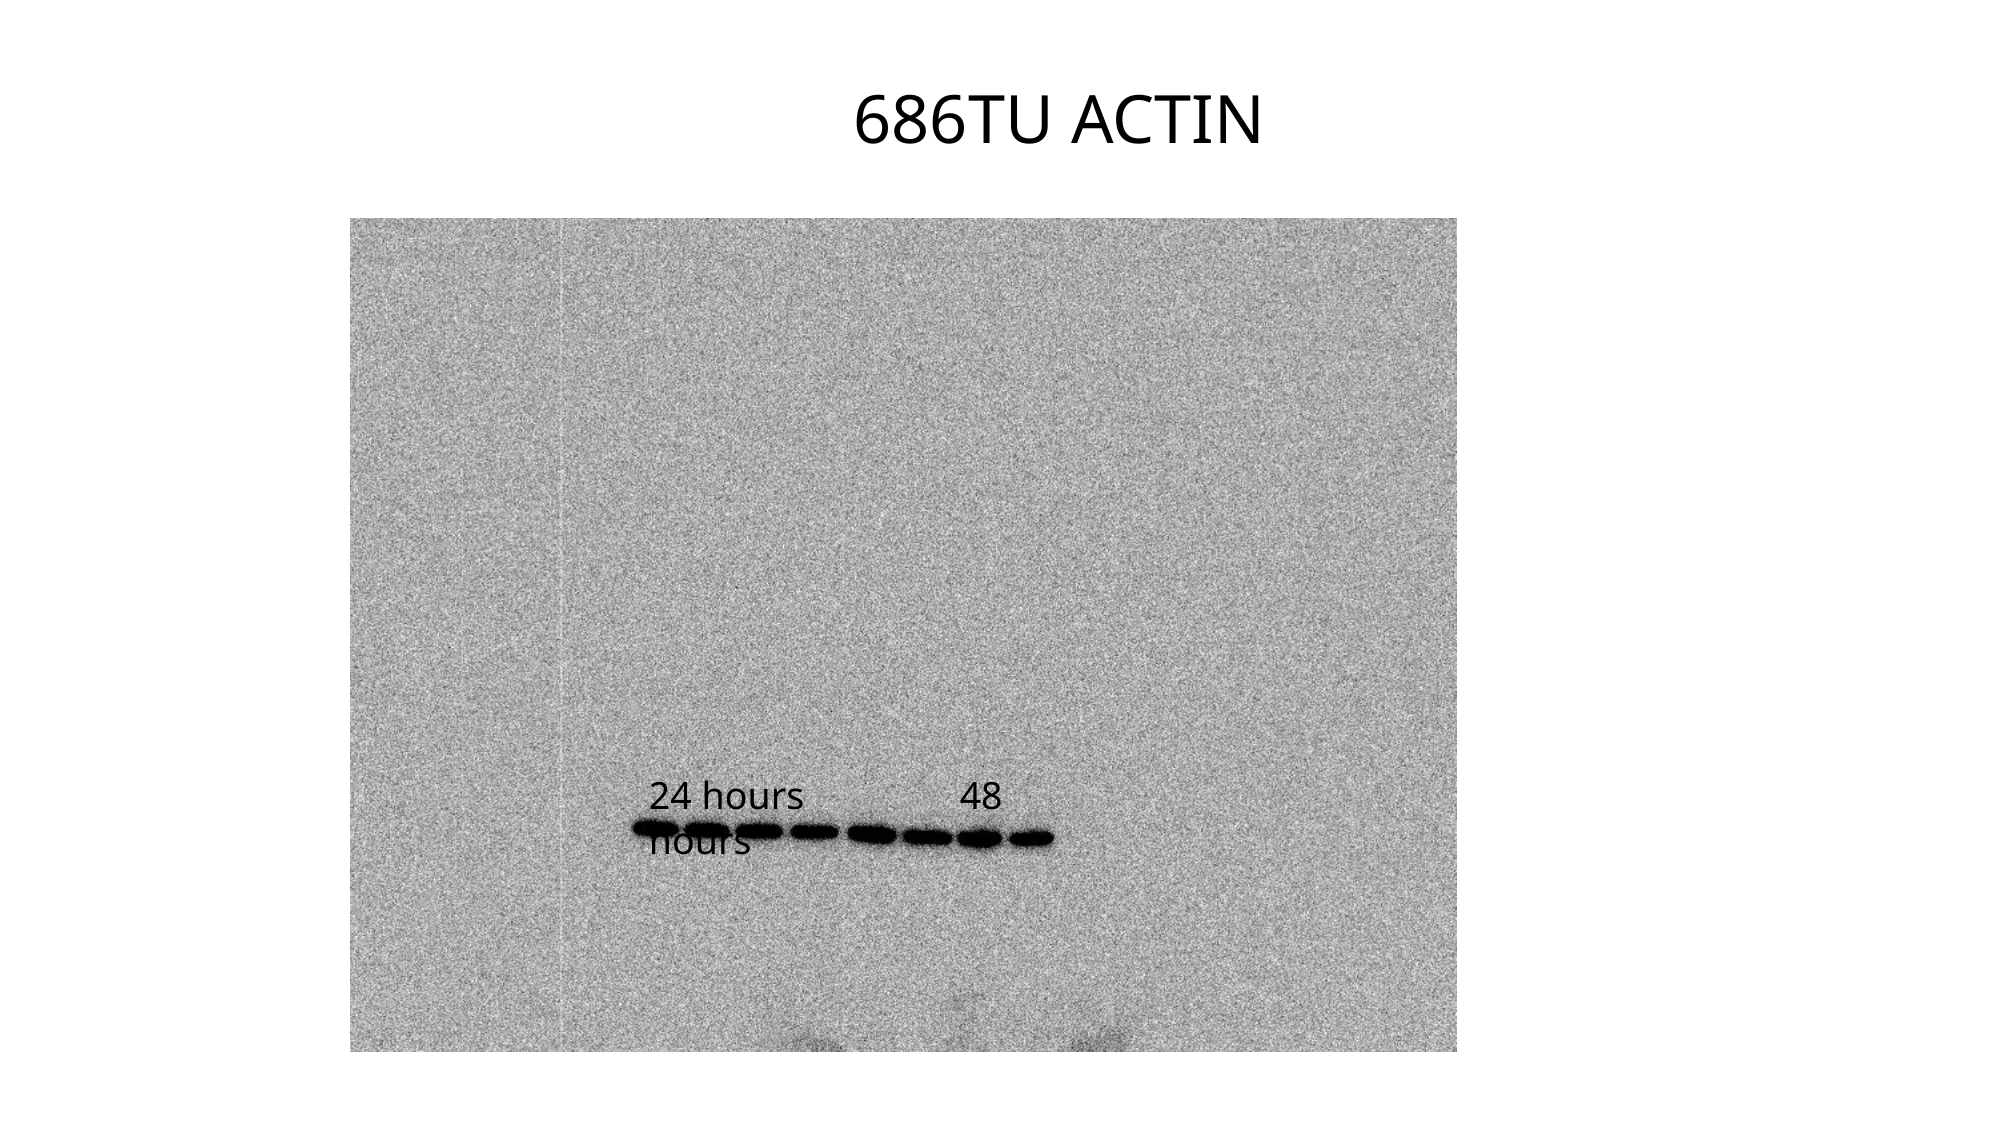

686TU ACTIN
24 hours 48 hours

# Supplementary material for: Chemoprevention of 4-NQO-Induced Oral Cancer by the Combination of Resveratrol and EGCG: In Vivo, In Silico and In Vitro Studies
**Source:** Cancers (Basel). 2026 Mar 28;18(7):1098. doi: 10.3390/cancers18071098
**Supplement:** Supplementary file 1

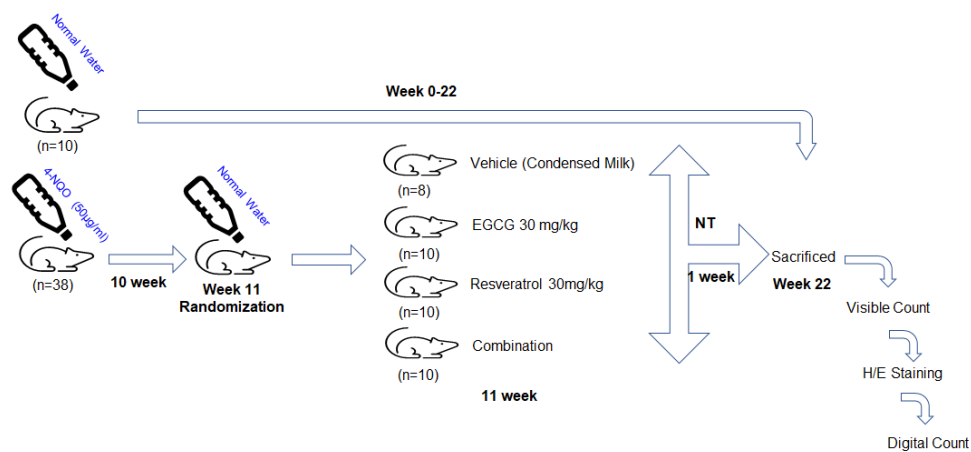

Supplementary Figure S1: Schema for chemoprevention study

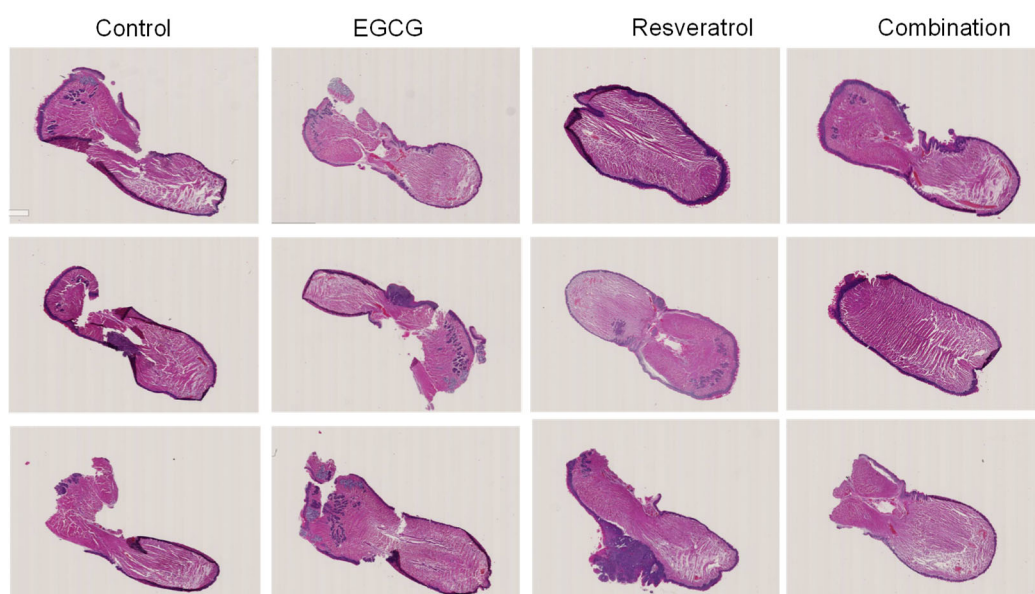

Supplementary Fig. S2: Three H&E stained mice tongues from each group.

How the deposited data were processed for this re-analysis (not part of the article)

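RNA-seq was analysed for 686Tu cells in 4 groups of 6 libraries: untreated control, EGCG at 40 µM, resveratrol at 15 µM, and both agents at these doses, each for 24 h. The authors extracted total RNA with RNeasy, made stranded mRNA libraries with TruSeq, sequenced paired reads, trimmed them with Trimmomatic, aligned them to GRCh38 with HISAT2 and handled the alignments with SAMtools. The authors deposited raw counts per gene as whole numbers, without normalization and without pooling of replicates. The authors' normalized counts, a signal per gene, were checked to be the raw counts divided by 1 size factor per library, equal to DESeq2's median-of-ratios size factors in all 24 libraries. The FPKM values, made by the authors, are these normalized counts divided by gene length and a common scale. They were checked for a constant ratio per gene across libraries and not used further. The paper's text does not name the counting program, the annotation release, the strand setting or the handling of reads that match several genes.

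Library totals ranged from 7034872 to 11735574 counts. Counting error at these depths is small for the genes with many counts and larger for those with few, and the SD over 6 libraries includes it. Of 60617 genes in the table, 60261 had a symbol in the annotation, 33693 had at least 1 count, and 15476 passed edgeR's filterByExpr and were tested.

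The raw counts of all 24 libraries were fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test. The comparisons were each treatment against the untreated control, the combination against resveratrol, and the interaction of the agents. DEGs had a Benjamini-Hochberg adjusted p under 0.1 and p under 0.05, as the methods state, without a fold cut-off and with cut-offs of 1.5 and 2.0. Single genes named in the text were also tested by two-sided exact permutation of the difference in mean log2 CPM, 6 libraries against 6. The smallest p that such a test can give is 0.00216. Lists of genes were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, with Benjamini-Hochberg adjustment over 10 lists and 5 comparisons. The lists were ATF4 targets, DNA replication genes, NRF2 targets, aryl hydrocarbon receptor targets, cornified envelope genes, hypoxia-inducible genes, interferon-induced genes, mitosis genes, selenoproteins and sterol synthesis genes. The edgeR and DESeq2 1.42.0 steps were tested on simulated data. In these data 200 genes were changed by at least 1.5-fold in the combination group, of which edgeR called 185 and DESeq2 182.

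The groups, comparisons, thresholds, lists, alternatives and the rule for naming genes were set before the data were examined. By that rule the text may name the genes that the paper names, of which it names a part, the 5 largest rises and falls per comparison among DEGs whose groups of libraries do not overlap, the 5 interaction DEGs with the smallest p, and members of a list where the list is reported. The results of 1 gene under this rule are not reported here. The alternatives were the DESeq2 Wald test with and without its fold change prior, DESeq2 size factors or library size alone as the scaling, every gene with at least 1 count or genes with at least 10 counts in every library as the filter, an adjusted p under 0.05, the unadjusted p alone, only the groups compared in the fit, the replicate number as a block, each library left out in turn, and for the lists limma's fry and an estimated correlation. The division into replicates 1 to 3 and 4 to 6 was found in the data, and the model with this batch as a term was chosen after seeing them. So was the test of each list without the genes that the paper names. GC content and gene length came from the reference annotation. The enrichment of the paper was not run again, and the RT-qPCR, Western blot and mouse experiments were not analysed here.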

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

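The counts of splits that gave as many DEGs, the tests of lists without the genes that the paper names and the test of library size as the whole cause for combination replicate 3 were chosen only after the result was seen, and the other tests were set before.

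Of 36 sets of 6 libraries compared on a library measure, 5 held a library far from the other 5, where chance gives 1.8. The measure is the gap to the nearest library over the whole range. For the share of ribosomal RNA genes it was 0.870 in EGCG replicate 2 and 0.710 in resveratrol replicate 3. For the share of the gene ENSG00000281181, which lies in ribosomal DNA, it was 0.631 in EGCG replicate 2. The counts of this gene were highest in resveratrol replicates 2 and 3, with 28275 and 51645. RNA5-8SN3, a ribosomal RNA gene, followed it across the libraries with a Spearman correlation of 0.549, and was highest in the same 2 libraries. ENSG00000280441 (-0.105), MIR3648-1 (0.0287) and RNA5SP226 (0.312), compared in the same way, did not have these 2 libraries as their highest, so ribosomal RNA left in the libraries stays open and cannot be decided on. Resveratrol replicate 1 stood apart on the third component of the variation within groups, with 0.851, and no explanation was tested for it. The design gives no biological explanation for any single library.

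Combination replicate 3 stood apart on the second component, with a gap of 0.766. For 59.9% of the genes it lay outside the range of the other 5 combination libraries, where chance gives 33.3%. A missing agent is argued against by its scores on the genes of EGCG and of resveratrol, 0.227 and 0.767, where the other combination libraries had 0.162 to 0.212 and 0.706 to 0.732. Its total was 1.16 times the highest of the others, which alone cannot decide on library size. With every library thinned to the smallest total the gap was 0.772, which argues against library size as the whole cause. Without the trend with GC content the gap was 0.653 and without that with gene length 0.872, so neither trend removes it. The difference of this library from the others correlated with gene length at a Spearman correlation of -0.269. A difference in the handling of this sample stays open and was not tested.

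Among 156 sets of 6 libraries of named genes, 10 held a library far from the others, where chance gives 7.8. Among the gaps were 0.675 for AKR1C2 in untreated control replicate 6, 0.638 for GCLC in untreated control replicate 4 and 0.807 for SLC7A11 in untreated control replicate 3. Others were 0.697 for C15orf48 in EGCG replicate 4, 0.637 for CAT in resveratrol replicate 6 and 0.719 for KRT81 in resveratrol replicate 1. In the combination they were 0.723 for CYP1A1 in replicate 1, 0.662 for HMOX1 in replicate 6 and 0.714 for SPRR4 in replicate 3. Their number is near what chance gives, and no explanation was tested for them one by one.

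The effect of EGCG differed with and without resveratrol, by the interaction term, for 41 genes. Among them were CYP24A1 (interaction 0.58 on the log2 scale, edgeR adjusted p = 4.0e-04), MMP13 (0.50, 6.7e-04), COL1A1 (0.46, 7.9e-04) and ALDH1A3 (0.45, 0.00239). Of 100 splits of the libraries, 4 gave as many DEGs, the real one included. The division of the libraries by batch, computed apart from these, gave 957. Within the batches the interaction gave 6 and 24 DEGs, and 41 of 41 changed in the same direction in both, but they were picked on both batches together, and over all 15320 genes 55.7% did (Pearson correlation 0.0889). The batch as a term left 79, and neither the trend with GC content (74 without it) nor with gene length (69) nor the library totals (31 with all libraries thinned) accounts for the 41 as a whole. As lists, mitosis genes fell below the sum of the single agents (median -0.13, adjusted p from limma's camera = 2.5e-15, 1 of 26 genes above 0), with 4 DEGs over all genes and 14 when adjusted over the list alone. The cornified envelope genes did the same (median -0.33, 8.7e-10, 3 of 22 above 0), with 2 and 11. Of 100 splits, 1 and 2 gave as small a p, the real one included. Without the trend with GC content the camera p was 1.9e-16 for mitosis genes and 8.8e-11 for cornified envelope genes, and without that with gene length 2.6e-16 and 4.8e-10. A joint effect of the agents on these lists is a hypothesis that stays open, beside a difference in the cell density or growth of the cultures, which was not tested.

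EGCG alone changed genes that the paper does not discuss. CA9 rose by 1.93 (edgeR adjusted p = 2.8e-05, from 3.91 to 15.2 normalized counts), MIR210HG by 1.12 (0.00601), ASB2 by 0.89 (0.0701) and BNIP3P1 by 0.89 (1.6e-06), each in 6 of 6 libraries. ASB2 lost its call in 8 of the 12 fits that left out a library. Reads of CA9 could come in part from ARHGEF39, which overlaps it with a mean count of 126. CGB8, which Table 4 lists, had a change of -1.11 (3.1e-07), CGB3 of -2.005 (7.3e-04) and CGB2 of -1.09 (0.00164), lower in 6 of 6 libraries. Reads moved between these copies are argued against by the sum over the family, which changed by -1.15 on the log2 scale. Of 100 splits of the 12 libraries, 2 gave as many DEGs without a cut-off, 3 at 1.5-fold and 2 at 2.0-fold, the real one included. The division by batch, computed apart, gave 409, more than the 279 of the real one among these libraries. Within the batches EGCG gave 84 and 85 DEGs, and 342 with the batch as a term. The number was 361 without the trend with GC content, 336 without that with gene length and 222 with all libraries thinned, so none of these is the whole cause.

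The hypoxia-inducible genes and the selenoproteins, tested as lists with EGCG, had an adjusted p from limma's camera of 6.4e-31 and 4.9e-08, and gave as small a camera p in 1 and 1 of 100 splits, the real ones. Without the trend with GC content the camera p was 4.1e-33 and 8.6e-09, and without that with gene length 1.2e-30 and 3.6e-09. The paper names 5 of the 27 and 6 of the 18 genes from these libraries, so these values cannot decide on the lists as groups. Without the named genes, the other 22 hypoxia-inducible genes had an adjusted p of 1.7e-16 and 1 of 100 splits gave as small a p, the real one. Their camera p was 8.3e-18 without the trend with GC content and 3.0e-17 without that with gene length, which argues against chance and these trends. The other 12 selenoproteins had an adjusted p of 0.133, with 9 of 100 splits as small and a camera p of 0.0400 and 0.0450 without the 2 trends. Of these 12 genes, 2 were downregulated DEGs and 1 was upregulated. A fall of selenoprotein transcripts as a group beyond the named genes is thus not shown. That EGCG raises hypoxia-inducible transcripts as a group is a hypothesis, and a difference in oxygen or cell density between cultures stays open and untested.

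Resveratrol raised CYP4F11 by 2.54 (edgeR adjusted p = 3.7e-18), FBXL9P by 2.35 (1.1e-05), SULT1E1 by 2.28 (2.5e-12) and SPP1 by 2.25 (6.6e-08), in 6 of 6 libraries each. FBXL9P and SPP1 had control means of 1.60 and 2.63 normalized counts. It changed CYP1A1 by -4.51 (3.1e-24), GGT4P by -2.43 (3.9e-14) and IL24 by -2.17 (1.2e-14), lower in 6 of 6 libraries. Reads moved from CYP1A1 to CYP1A2 are argued against by a change of -0.158 in the mean normalized count of CYP1A2. Reads of IL24 could come in part from FCMR, which overlaps it with a mean count of 30.2. The 4 tested aryl hydrocarbon receptor targets had a median of -1.46, with 0 above 0 (adjusted p from limma's camera = 4.4e-04), and 1 of 100 splits, the real one, gave as small a p. Of the 4 genes 3 were DEGs over all genes and 3 when adjusted over the list alone, and the paper names CYP1B1 and CYP1A1 among them, so these values cannot decide on the list as a group. The other 2 had a median of -0.19 (adjusted p from limma's camera = 0.285, 0 above 0), with 12 of 100 splits giving as small a p, and a camera p of 0.140 without the trend with GC content and 0.165 without that with gene length. Of these other 2 genes, 1 was a downregulated DEG. A fall of these targets as a group beyond the named genes is thus not shown. DEGs with resveratrol numbered 9017 without the trend with GC content, 8716 without that with gene length, 8288 with all libraries thinned and 8972 with the batch as a term, and 1 of 100 splits, the real one, gave as many at each of the cut-offs. The solvent of resveratrol stays open as another cause, since the paper's text does not say whether the control received it.

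The combination raised C15orf48 by 2.84 (edgeR adjusted p = 1.3e-08), SPP1 by 2.79 (9.5e-11), CYP4F11 by 2.65 (6.7e-19) and KLHDC7B by 2.63 (1.6e-19). It changed CYP1A1 by -4.28 (8.6e-24) and GGT4P by -2.55 (2.6e-14). Each of these changes was in 6 of 6 libraries, and 1 of 100 splits, the real one, gave as many DEGs at each of the cut-offs. Against resveratrol, the combination raised C15orf48 by 1.53 (4.9e-04), TRAF1 by 1.24 (2.1e-08), TCAF2C by 1.199 (0.0107), FOXL1 by 1.09 (0.0333) and IL32 by 0.87 (7.4e-04). It changed SELENOW, which Table 4 lists for EGCG and for the combination, by -1.45 (1.5e-24), TMPRSS11D by -1.05 (0.0244), KANK4 by -1.05 (6.4e-06), UPK1B by -0.90 (0.00648) and SMAD6 by -0.83 (0.00806), in 6 of 6 libraries each, as for the rises. Reads of TCAF2C and TMPRSS11D could come in part from TCAF2 (mean count 26.9) and UBA6-DT (64.2), which overlap them. Of 100 splits, 1 gave as many DEGs without a cut-off, 1 at 1.5-fold and 2 at 2.0-fold, the real one included. The DEGs numbered 1293 without the trend with GC content, 1425 without that with gene length, 1052 with all libraries thinned and 1408 with the batch as a term, so none of these is the whole cause. An effect of EGCG beside resveratrol stays open as the biological explanation.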

How the results depend on the processing

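The model with the batch of replicates 1 to 3 against 4 to 6 as a term and the lists without the genes that the paper names were chosen after the data were seen, and the other alternatives and their tests were not. Of 90 gene results, 73 were run through the alternatives first, and they kept their direction and their call with every alternative that tested them: 69 of them with DESeq2, 60 with the filter of at least 10 counts, 66 with only the groups compared, and 73 each with DESeq2 size factors, library size alone, every gene with at least 1 count, the replicate block and the batch term. The other 17 gene results, run through the same alternatives later, also kept both wherever they were tested: 11 with DESeq2, 4 with the filter of at least 10 counts, 14 with only the groups compared and 17 with each of the other 5. ASB2, MIR210HG, CGB2, TCAF2C, FOXL1 and TMPRSS11D have no adjusted p in DESeq2, so that alternative says nothing on them. Other limits on p were not applied to single genes. With each library left out in turn, 89 of 90 gene results kept their call. The exception was ASB2 with EGCG, whose adjusted p in edgeR reached 0.181 and whose log2 fold change lay between 0.80 and 0.96. It lost its call without untreated control replicate 1, 2, 3 or 6 and without EGCG replicate 1, 3, 4 or 6.

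With the unadjusted p alone, EGCG gave 1570 DEGs and 92 at 1.5-fold, the combination against resveratrol gave 2811 and 122, and the interaction gave 1195. With an adjusted p under 0.05, the combination against resveratrol gave 803 DEGs. A looser or stricter limit moves these numbers by its own construction.

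DESeq2 with a fold change prior gave 13 DEGs for EGCG at 1.5-fold and 2 at 2.0-fold. For resveratrol it gave 9.2e+02 (689 upregulated and 235 downregulated) and 115, and for the combination 1211 and 186. For the combination against resveratrol it gave 16 and 2, and for the interaction 69 without a cut-off. The prior draws fold changes toward 0, so fewer genes pass a cut-off. Without it, the DESeq2 Wald test gave 3 DEGs for EGCG at 2.0-fold, 660 for resveratrol, 864 for the combination and 4 for the combination against resveratrol. It gave 34 for the combination against resveratrol at 1.5-fold and 68 for the interaction. The cause of these differences was not tested.

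When every gene with at least 1 count was tested, resveratrol gave 2334 DEGs at 1.5-fold and 1091 at 2.0-fold, and the combination gave 1276 at 2.0-fold. The combination against resveratrol gave 132 and 82, and the interaction gave 92. With at least 10 counts in every library, 13485 genes were tested. EGCG then gave 3 DEGs at 2.0-fold, resveratrol 1008 and 177, the combination 261 at 2.0-fold, and the combination against resveratrol 36 and 7. These filters change which genes with few counts are tested, and the cause of the differences was not tested further. With only the groups compared in the fit, the combination against resveratrol gave 8 DEGs at 2.0-fold, and the cause was not tested.

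Scaling by library size alone moved the median log2 fold change of the Supplementary File S1 genes to 0.93 and that of the Supplementary File S2 genes to -0.63. With it, the median change of all genes was 0.092 with resveratrol and 0.081 with the combination. With TMM normalization these medians were 0.0037 and -0.0015. The DEGs without a cut-off then split into 6147 upregulated and 2857 downregulated with resveratrol, and 6041 and 3311 with the combination.

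Taken over all groups, the replicate numbers do not pair the libraries. After removal of the group means, libraries of the same number in 2 groups had a median correlation of 0.193, from -0.0521 to 0.464, and libraries of another number in the same batch had 0.152. Of the 36 correlations for the same number 30 were over 0.1, and between EGCG and the control 6 of 6 were. With the replicate number as a block, the interaction gave 85 DEGs, and with the batch as a term it gave 79. The cause of the larger numbers was not tested. With the block, EGCG gave 370 DEGs, resveratrol 9042, the combination 9479 and the combination against resveratrol 1520. With the batch as a term, these numbers were 342, 8972, 9389 and 1408.

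With each library left out in turn, EGCG gave 192 to 308 DEGs, 22 to 32 at 1.5-fold and 7 to 10 at 2.0-fold. Resveratrol gave 8488 to 8645, 1518 to 1605 and 343 to 368, and the combination 9032 to 9187, 1846 to 1921 and 474 to 505. The combination against resveratrol gave 899 to 1193, 65 to 80 and 11 to 16, and the interaction 33 to 59, with 59 without combination replicate 3. The medians stayed between 0.83 and 0.87 for the Supplementary File S1 genes and between -0.73 and -0.69 for the Supplementary File S2 genes.

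Of the 50 list results, 2 passed the threshold only under fry: hypoxia-inducible genes with resveratrol (adjusted p = 7.8e-05) and DNA replication genes with the combination (5.2e-10). With an estimated correlation 4 no longer passed: DNA replication genes (0.0705), cornified envelope genes (0.175) and selenoproteins (0.123) with resveratrol, and cornified envelope genes with the combination (0.0521). Library size alone moved 1, DNA replication genes with resveratrol (0.125, with a median of 0.0202 in place of -0.0674), and the block and the batch term moved none. Within each batch, all 32 list results past the threshold kept the sign of their median and 31 stayed past it. The exceptions were sterol synthesis genes with EGCG in replicates 1 to 3 (0.0771) and aryl hydrocarbon receptor targets in the interaction in replicates 4 to 6 (0.103). With each library left out in turn, the medians of 3 list results that did not pass changed sign: hypoxia-inducible genes with resveratrol (0.0217, lowest -0.0361), NRF2 targets with EGCG (-0.0204, highest 0.00604) and ATF4 targets in the interaction (0.0277, lowest -0.0157).

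Without the genes that the paper names, 23 of the 32 list results past the threshold stayed past it, and none changed the sign of its median. The other 9 were selenoproteins with EGCG (adjusted p from limma's camera = 0.133), with resveratrol (0.0758) and with the combination against resveratrol (0.163), aryl hydrocarbon receptor targets with EGCG (0.361), with resveratrol (0.285), with the combination and in the interaction (0.400 each), sterol synthesis genes with EGCG (0.106) and hypoxia-inducible genes with the combination (0.106). Fewer genes are left in each of these lists.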

Differences from the paper's values

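The count of genes at a log2 limit of 1.5 was added after the results were seen, and no other test chosen then enters the comparisons with the paper's values. A number of genes came within the limits when it differed from the paper's by at most 1.5 times. For EGCG, 28 DEGs passed the 1.5-fold cut-off, 13 upregulated and 15 downregulated, where the paper's Table 2 gives 9, 3 and 6. Among the alternatives set before the data were examined, DESeq2 with a fold change prior came within the limits for all of these, with 13, 4 and 9, and no other did. At 2.0-fold, 7 DEGs (2 upregulated and 5 downregulated) stand against the paper's 3, 0 and 3. The DESeq2 Wald test gave 3, 0 and 3, the fold change prior gave 2, 0 and 2, and the filter of at least 10 counts in every library gave 3, 0 and 3. For the downregulated genes, the fit of only the groups compared and the fit without untreated control replicate 6 also came within the limits.

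For resveratrol at 1.5-fold, 1514 DEGs (1124 upregulated and 390 downregulated) stand against the paper's 445, 280 and 165. The downregulated number came within the limits with the fold change prior (235), library size alone (236) and at least 10 counts in every library (212). At 2.0-fold, 334 DEGs (287 and 47) stand against the paper's 68, 53 and 15. Here the downregulated number came within the limits with the fold change prior (21) and at least 10 counts (21).

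The combination gave 1842 DEGs at 1.5-fold (1264 upregulated and 578 downregulated), and the paper gives 639, 358 and 281. The downregulated number came within the limits with the fold change prior (358), library size alone (392) and at least 10 counts (343). At 2.0-fold it gave 480 (383 and 97), and the paper gives 119, 83 and 36. For the downregulated genes the fold change prior gave 34 and the filter of at least 10 counts gave 42. None of the alternatives closed the gap for the totals and the upregulated genes of resveratrol and of the combination. The lowest upregulated numbers, all with the fold change prior, were 689 and 94 for resveratrol and 853 and 152 for the combination at the 2 cut-offs.

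For the volcano plot the methods give a log2 limit of 1.5 and the legend 0.5, and the legend's was used. For this plot, 9258 genes were modulated by the combination, against the paper's 6020, and the filter of at least 10 counts in every library (8531), an adjusted p under 0.05 (8627) and the fit of only the groups compared (8901) came within the limits. All 9258 had p under 0.05, against the paper's 5187 genes plotted. Above the log2 limit of 0.5 lay 1636 genes, against the paper's 360, and below -0.5 lay 880, against the paper's 204. None of the alternatives closed the gap for the last 3 numbers, and they gave 1242 to 2460 genes above and 570 to 1615 below. At the limit of the methods 93 genes lay above and 24 below.

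A fold change was counted as different when its direction differed, or when it was off by more than 1.5 times and by more than the SD over the treated libraries. By this rule, 0 of the 29 compared in Table 3 and 0 of the 29 in Table 4 were different from the paper's. Most EGCG entries of Table 3 lie below 1.5-fold, so for them even a slight change in the same direction would not have counted. The limits were narrower for Figure 4, so the comparisons are not alike. Of the 22 genes labelled in Figure 4, 13 had another log2 fold change for the combination against the untreated control than the plot shows. These 13 were more than 0.1 from the reading, and the other 9 were not. GDF15 was at 2.63, against the paper's value of about 2.2 in Fig. 4, read by eye, and at 2.24 for resveratrol against the untreated control. LAMP3 was at 2.54 against the paper's about 2.2 in Fig. 4, read by eye, with 2.19 for resveratrol. For GCLC 1.54, INHBE 1.56, ACSS2 1.69 and ATF3 1.80, the paper's values are each about 1.4 in Fig. 4, read by eye, and those for resveratrol are 1.42, 1.44, 1.41 and 1.38. CHAC1 was at 1.45 and GABARAPL1 at 1.36 where the paper shows about 1.2 in Fig. 4 for both, read by eye, with 1.25 and 1.17 for resveratrol. PCK2 was at 1.21 against the paper's about 1.1 in Fig. 4, read by eye, with 1.07 for resveratrol. SQSTM1 was at 1.08 against the paper's about 0.97 in Fig. 4, read by eye, with 0.97 for resveratrol. TXNRD1 was at 0.44 against the paper's about 0.73 in Fig. 4, read by eye, with 0.73 for resveratrol. IL1B was at -1.14 against the paper's about -1.5 in Fig. 4, read by eye, with -1.49 for resveratrol. FAM83C was at -0.998 against the paper's about -1.2 in Fig. 4, read by eye, with -1.23 for resveratrol. DESeq2 with a fold change prior brought GDF15 to 2.29, within 0.1 of the reading, and none of the alternatives did so for the other genes.

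The paper names GDF15 as the gene that the combination raised most. By fold change it came at place 4 among the upregulated DEGs, behind C15orf48, SPP1 and CYP4F11. The fold changes of C15orf48 and SPP1 rest on few counts. With each library left out in turn, GDF15 lay between 2.57 and 2.72. CYP4F11 lay between 2.58 and 2.74, so the order of GDF15 and CYP4F11 is not settled. CYP1A1 had the largest fall among the DEGs with resveratrol (-4.51) and with the combination (-4.28), and Table 4 does not list it for these treatments.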

Other observations

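The counts of splits (for the batches, the numbers of lists and the medians of the Supplementary File S1 and S2 genes), the tests of lists without the genes that the paper names and the tests of gene length and of library size as the whole cause for the difference between batches were chosen only after the result was seen, and the other tests were set before.

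Replicates 1 to 3 differed from replicates 4 to 6 in 957 genes, 570 of them higher in replicates 4 to 6. Of 100 splits that divide every group evenly, 1 gave as many DEGs, the real one, and the highest other gave 124. Mitochondrial transcripts alone do not account for it, since 928 of the genes lie outside them. The totals of 12 of the 12 libraries of replicates 1 to 3 lie in the range of replicates 4 to 6, which cannot decide on library size. With every library thinned to the smallest total the number was 836, which argues against library size as the whole cause. Without the trend with GC content the number was 1310. Without the trend with gene length it was 425, which alone could not decide. The 124 of the other splits was counted with that trend left in, so it is no measure for the 425. Gene length as the whole cause thus stays open for genes outside the mitochondrial genome. Of the 16 tested genes of the mitochondrial genome, 15 were DEGs, all higher in replicates 4 to 6. The median log2 difference of the 16 was 1.15. It was -0.033 in the shortest genes (median length 1011.5) and 0.033 in the longest (7023), which argues against gene length as the cause for these 16. Across all genes, the difference between batches correlated with transcript length at a Spearman correlation of 0.299, so gene length may account for part of it. No biological explanation was tested.

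The AKR1C family as a whole rose with resveratrol by 2.27 on the log2 scale in its summed counts, which argues against reads moved between AKR1C1, AKR1C2 and AKR1C3 as the cause of their rise.

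The combination against resveratrol gave more DEGs than EGCG against the untreated control. Larger effects of EGCG beside resveratrol may contribute, since genes picked in one batch and measured in the other had larger median effects beside resveratrol, with 1.30 as the lower of the 2 ratios. A smaller spread among libraries with resveratrol is argued against by a ratio of median SDs of 1.01. The picked genes that changed more beside resveratrol numbered 135 of 200 and 133 of 200.

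The number of lists past the threshold says less than the lists one by one. Splits of the libraries gave as many lists in 5 of 100 for EGCG, 1 for resveratrol, 6 for the combination, 8 for the combination against resveratrol and 7 for the interaction, the real one included. Some splits divide treated and control libraries unevenly and so keep part of the treatment effect. Another split for the combination still gave 4260 DEGs. The counts of 5 to 8 splits therefore cannot decide whether these numbers of lists come from a chance division of the libraries. The medians of the Supplementary File S1 and S2 genes were reached in 1 and 1 of 100 splits, the real ones.

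The log2 fold changes plotted in Figure 4 may be those of resveratrol against the untreated control. Of the 22 labelled genes, 15 had values for resveratrol and for the combination that lay apart by more than the reading error, and all 15 lay closer to resveratrol. A related hypothesis, that Supplementary Files S1 and S2 hold the genes with p of at most 1e-16 for resveratrol, is argued against, since 96 of the 212 listed genes passed that limit in edgeR, and 130 did so for the combination. With the DESeq2 Wald test 212 passed it for the combination and 184 for resveratrol.

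The list results past the threshold that are not given elsewhere are these, as medians with the adjusted p from limma's camera. Of the list results that did not pass, some are not reported here. Among these are cornified envelope genes and DNA replication genes with EGCG, selenoproteins with the combination, and NRF2 targets with the combination against resveratrol. Against resveratrol, the combination changed ATF4 targets by 0.18 (1.2e-11), cornified envelope genes by -0.43 (7.7e-13), hypoxia-inducible genes by 0.18 (7.2e-19), selenoproteins by -0.10 (1.8e-07) and sterol synthesis genes by 0.03 (0.00423). With EGCG alone the aryl hydrocarbon receptor targets changed by -0.25 (7.8e-04), and in the interaction by 0.20 (0.0054). With the combination they changed by -1.54 (0.00172) and the hypoxia-inducible genes by 0.31 (0.0137). With resveratrol the selenoproteins changed by 0.14 (0.014). Without the genes that the paper names, the results given here for selenoproteins, for aryl hydrocarbon receptor targets and for hypoxia-inducible genes with the combination did not pass.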
